# TBL1XR1 Ensures Balanced Neural Development Through NCOR Complex-Mediated Regulation of the MAPK Pathway

**DOI:** 10.3389/fcell.2021.641410

**Published:** 2021-02-23

**Authors:** Giuseppina Mastrototaro, Mattia Zaghi, Luca Massimino, Matteo Moneta, Neda Mohammadi, Federica Banfi, Edoardo Bellini, Marzia Indrigo, Giulia Fagnocchi, Anna Bagliani, Stefano Taverna, Maria Rohm, Stephan Herzig, Alessandro Sessa

**Keywords:** TBL1XR1, NCOR, brain development, neurodevelopmental disorders, MAPK

## Abstract

*TBL1XR1* gene is associated with multiple developmental disorders presenting several neurological aspects. The relative protein is involved in the modulation of important cellular pathways and master regulators of transcriptional output, including nuclear receptor repressors, Wnt signaling, and MECP2 protein. However, TBL1XR1 mutations (including complete loss of its functions) have not been experimentally studied in a neurological context, leaving a knowledge gap in the mechanisms at the basis of the diseases. Here, we show that *Tbl1xr1* knock-out mice exhibit behavioral and neuronal abnormalities. Either the absence of TBL1XR1 or its point mutations interfering with stability/regulation of NCOR complex induced decreased proliferation and increased differentiation in neural progenitors. We suggest that this developmental unbalance is due to a failure in the regulation of the MAPK cascade. Taken together, our results broaden the molecular and functional aftermath of TBL1XR1 deficiency associated with human disorders.

## Introduction

The building of a healthy nervous system is due to a concerted array of molecular mechanisms within and between different cell types during the embryonic life and beyond (Borrell, 2019). Not surprisingly, a huge variety of gene mutations is associated with neurodevelopmental disorders (Thapar et al., 2017). *TBL1XR1*, encoding for transducin β-like 1—related protein 1 (a member of HDAC containing NCOR/SMRT complexes) (Yoon et al., 2003), has been associated with different human developmental diseases, spanning from autism spectrum disorders (ASD) (O’Roak et al., 2012; Stessman et al., 2017), to West syndrome (Saitsu et al., 2014), schizophrenia (SCZ) (Nishi et al., 2017), intellectual disability (Pons et al., 2015; Riehmer et al., 2017). Mutations leading to the substitution Y446C of *TBL1XR1* are the only genetic cause of Pierpont syndrome (Heinen et al., 2016). The *TBL1XR1* mutational spectrum is wide, ranging from deletions to duplications and point mutations, all inducing frameshifts or amino-acidic substitutions (Li et al., 2015). However, to our knowledge the hypothesis that mutations in *TBL1XR1* gene directly lead to neurological impairment—and whether this is due to the disruption of the function of NCOR complex—has not been investigated in high systems (e.g., mammals).

Co-repressors NCOR1 and NCOR2 (in mice NCOR and SMRT, respectively), contribute to different repressive pathways, including the inhibition of the downstream cascade of nuclear receptors such as the receptors of thyroid hormone (TRs) and retinoic acid (RARs), in the absence of their ligands (Kong et al., 2020). While the two proteins are very similar (sharing portions of sequence and domains), they play slightly different roles in different cell populations (Iemolo et al., 2020; Sun and Xu, 2020). For example, during brain development both factors are required for the proliferation capability of neural precursors, with NCOR1 loss specifically impacting on premature differentiation of astrocytes and oligondendroglia (Castelo-Branco et al., 2014), while the absence of NCOR2 leads to early differentiation to neurons and astrocytes (Hermanson et al., 2002; Jepsen et al., 2007). NCOR complexes are believed to mediate repression through the deacetylation of specific chromatin regions through a direct action of HDAC proteins, particularly HDAC3 (Zhuang et al., 2018). In this context, TBL1XR1 and its related member TBL1X—both WD40 repeat containing proteins—are important for both formation and dismantling of the NCOR complex. Indeed, they are required both for the repressive activity of the complex and the ubiquitination-dependent dismissal of the co-repressors in response to appropriate signals (e.g., the ligands of a nuclear receptor), or even when the co-repressors are missing (Perissi et al., 2004; Ishizuka and Lazar, 2005; Yoon et al., 2005; Li et al., 2015). Importantly, TBL1XR1 and TBL1X play either redundant or exclusive roles in these processes, depending on the contexts and/or the targets (Perissi et al., 2008). Both TBL1XR1, TBL1X, and the NCOR complexes are physically associated with the Rett syndrome’s causative factor MECP2, further underlying the importance of these molecules for normal brain functioning (Ebert et al., 2013; Lyst et al., 2013; Kruusvee et al., 2017). Despite TBL1XR1 and the related complexes have been known for years (Perissi et al., 2010), their specific role in brain development and possible causality in the neurological aspects of human diseases have been only marginally explored.

In the present study, we describe how of the lack of TBL1XR1 affects mouse behavior, brain development and function. We show that TBL1XR1 loss of function impacts on coordination, memory, and sociability, similarly to what occurs in humans. Mutant neural progenitors proliferated less than normal, due to the lack of NCOR-mediated regulation of MAPK cascade. The reductionist loss-of-function approach was enriched by the usage of disease-specific mutant proteins for complementation experiments. This analysis indicated how point mutations are generally different from the *Tbl1xr1* knock-out (KO) condition, except for the F10L mutation that was retrieved in SCZ cases. Altogether, our data indicate a broad impact of TBL1XR1 for correct neuronal development and maturation, accounting for the complex and variegated spectrum of pathological traits associated with the different *TBL1XR1* mutations in humans.

## Materials and Methods

### Mice

*Tbl1xr1* floxed animals (Rohm et al., 2013) and CMV:Cre were maintained by crossing each other or with backcrossing with C57BL/6 animals at the San Raffaele Scientific Institute Institutional mouse facility. Experiments were performed in accordance with experimental protocols approved by local Institutional Animal Care and Use Committee (IACUC). Experimental subjects were sacrificed by means cervical dislocation. Both total body and brains were weighted to calculate their ratio.

### Western Blot Analysis

Brain tissue and *in vitro* cells were prepared as previously indicated (Sessa et al., 2019) for western blot analysis. The following primary antibodies were used: anti-TBL1XR1 (Novus Biological NB600-270); anti-NCOR1 (Merck-Millipore ABE251); anti-HDAC3 (Abcam ab 13704); anti-GAPDH (Abcam ab8245); anti-βCATENIN (Chemicon AB19022); anti-pβCATENIN (Ser33/37/Thr41, Cell signaling #9561S); anti-ERK1 (Cell Signaling Technology 4372); anti-pERK1 (Cell Signaling Technology 5726); Anti-V5 (Thermo Fisher Scientific R960-25); Anti-Histone H3 (Abcam, ab1791).

### Behavioral Testing

Animals were housed at a constant temperature of 23°C in a 12 h light/dark cycle (lights off at 7 PM), with food and water available *ad libitum*. We analyzed control and mutant littermates (males only) ranging from 2 to 4 months of age. The operator was blind to the genotype.

#### Rotarod

Mice were assessed for the latency to fall as previously described (Sessa et al., 2019).

#### Beam Walking

Beam crossings and number of paw slips were assessed as previously described (Sessa et al., 2019).

#### Open Field

Mice were located in a square arena (50 × 50 cm) and video-recorded for 10 min. Total distance traveled and the time spent near the walls were scored by EthoVisionXT software (Noldus Information Technology, Wageningen, Netherlands).

#### Catwalk

Motor function was estimated through the CatWalk system (Noldus Information Technology, Wageningen, Netherlands). The animal paw prints were recorded as the animal moved across a walkway with an illuminated glass floor fitted with high-speed video camera assembled with 8.5 mm wide-angle lenses below the floor. The day before the test, each animal was placed on the CatWalk platform to walk freely as habituation. During the test, three uninterrupted runs (minimum of 5-step sequence patterns) were collected. Several gait parameters were calculated and analyzed by the dedicated software using the position, pressure and surface area of each paw footprint.

### Marble Burying Test

Individual animals were placed in a cage (20 × 32cm) with 5 cm of bedding material and 12 marbles (12–15 mm in diameter). The marbles were placed in a 3 × 4 matrix. The number of buried marbles was counted after a 30 min session.

### 8-Arm Radial Maze

8-arm radial maze tests were conducted as previously described (Sessa et al., 2019). Days 4–13 are shown as experimental days 1–10 in Figure 1F and Supplementary Figure S1D. Working memory errors (Supplementary Figure S1D) were calculated as re-entries to arms where the pellet had already been consumed.

**FIGURE 1:**
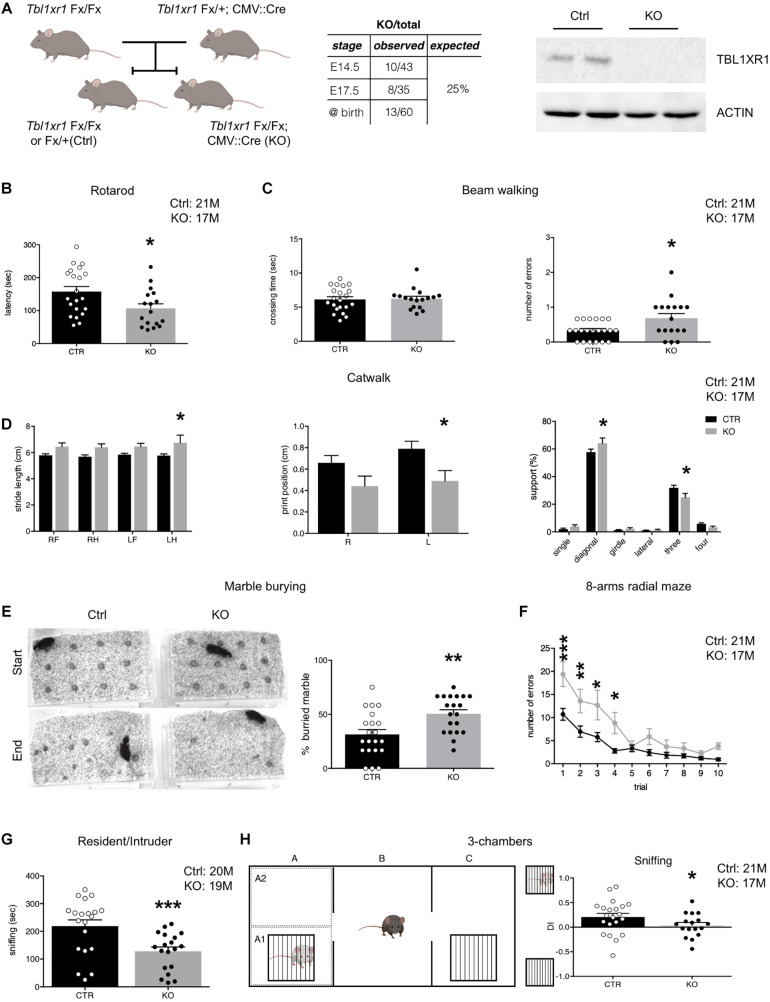
Behavioral deficit of Tbl1xr1 mutant mouse. **(A)** Breeding strategy for obtaining both *Tbl1xr1* mutant and control (left), table summarizing mutant animals found at the indicated developmental stages (center) and Western blot for TBL1XR1 protein in control and mutant brain tissue (right). **(B)** Rotarod motor test (shown as mean + s.e.m. with dots representing individual samples): *n* (adult male mice): Ctrl = 21, KO = 17, *p = 0.02, statistically compared using unpaired *t-*test. **(C)** Beam walking assay in which time of crossing and number of errors (paw falls) have been quantified (shown as mean + s.e.m. with dots representing individual samples): crossing time (top): *n* (adult male mice): Ctrl = 21, KO = 17, *p* = 0.9933, statistically compared using Mann-Whitney; errors (bottom): n (adult male mice): Ctrl = 21, KO = 17, *p = 0.0126, statistically compared using unpaired *t*-test. **(D)** Through catwalk assay we measured stride length, position of the paw during walking (print position) and support that the animal has during walking (shown as mean + s.e.m.), n (adult male mice): Ctrl = 21, KO = 17: *p < 0.05. Statistically compared using 2-way ANOVA. **(E)** Marble burying test in which the percentage of buried marble spheres has been quantified (shown as mean + s.e.m. with dots representing individual samples), n (adult male mice): Ctrl = 21, KO = 20: **p = 0.0028, statistically compared using unpaired *t*-test. **(F)** Eight-arm radial maze test quantified in which the percentage of errors (entries in arms already visited) on total visits has been quantified (shown as means ± SEMs in each experimental day, 1 trial/day), *n* (adult male mice): Ctrl = 21, KO = 17: Multiple comparisons: day 1: ***p = 0.0001; day 2: **p = 0.007; day 3: **p = 0.0039: day 4: *p = 0.021; day 5: *p* > 0.9999; day 6: *p* = 0.7603; day 7: *p* > 0.9999; day 8: *p* > 0.9999; day 9: *p* > 0.9999; day 10: *p* > 0.9999; statistically compared using 2-way ANOVA and Bonferroni’s *post hoc* test. **(G)** Sociability of adult animals measured as the time spent to interact with a novel mouse in the resident/intruder test (shown at right as means ± SEMs, with dots representing individual samples), *n* (adult male mice): Ctrl = 20, KO = 19: ***p = 0.0009; statistically compared using unpaired *t*-test. **(H)** Three-chamber test (scheme at left) quantified as percentage of the time spent sniffing the mouse enclosed in the little cage vs. the empty cage shown as discrimination index (DI) (shown as means ± SEMs, with dots representing individual samples), *n* (adult male mice): Ctrl = 21, KO = 17: sniffing: *p = 0.0287, statistically compared using unpaired *t*-test. See also Supplementary Figure S1.

### Elevated Plus Maze

Elevated plus maze was performed as described (Leo et al., 2014). Briefly, mice were placed in a plus-shaped maze composed by two enclosed and two open arms. The apparatus was elevated from the ground. The animals were allowed to freely explore the environment for 5 min and the time they spent in the open arms was calculated as an inverse measure of the levels of anxiety.

### Social Interaction (Resident-Intruder Test)

To elicit social interactions, one mouse (experimental subject, resident) of a pair was placed in a neutral cage and allowed to freely explore for 10 min. At the end of the session, a second male mouse (intruder) of different strain was added to the cage and the behavior of the pair of animals was recorded for 20 min. The amount of time during which the resident mice engaged in social interactions (e.g., sniffing, following, grooming, biting, chasing, mounting, wrestling) was recorded on videotapes for each pair of mice. Since the test was originally designed for testing aggressiveness, we also evaluated the time that the animals spent in aggressive behavior.

### 3-Chamber Test

Adult mice were tested using a 3-chamber test coupled with the video tracking software Ethovision XT (Noldus) as previously described (Sessa et al., 2019).

Sniffing preference was assesses using a discrimination index (DI), i.e., the difference between the sniffing time in the occupied cage and the empty one, divided by total sniffing time.

### Histology

Histological procedures to measure morphological parameters were conducted as previously described (Sessa et al., 2019).

### Immunohistochemistry

Immunohistochemical analyses were performed as previously described (Colombo et al., 2006). The primary antibodies utilized were the following: anti-CTIP2 (Abcam ab18465), anti-CUX1 (santa Cruz Biotechnology sc-13024), anti-SATB2 (Abcam, ab51502), anti-PAX6 (Covance #PRB-278P), anti GFAP (chicken, 1:1,000, Abcam, ab4674), anti-DCX (rabbit, 1:1,000, Abcam, ab18723), antiKI67 (rabbit, 1:500, immunological sciences, mab-90948), anti-NEUN (rabbit, 1:500, Abcam, ab104225).

Secondary antibodies: 488-mouse (donkey, 1:2,000, Molecular Probes, A21202), 488-rabbit (donkey, 1:2,000, Molecular Probes, A21026), 594-mouse (donkey, 1:2,000, Molecular Probes, A10036), 594-rabbit (donkey, 1:2,000, Molecular Probes, A21207). DAPI (4′,6′-diamidino-2-phenylindole) was used as nuclear counterstaining.

### Electrophysiology

All procedures were approved by the Italian Ministry of Health and the San Raffaele Scientific Institute Animal Care and Use Committee in accordance with the relevant guidelines and regulations. We analyzed mice of both sexes (30 days of age) as previously described (Sessa et al., 2019).

### Primary Neuronal Cultures

Primary cultures of mouse embryonic hippocampal neurons were prepared from E17.5 mutant and control mice as previously described (Sessa et al., 2019).

### Sholl Analysis

Neuronal cultures were transduced with lentiviral vector EF1a-GFP at a low titer the day after the plating for 1 h, in order to obtain sparse GFP cell-labeling. At the desired time points, cells were processed for IF analysis. Images of the dendritic tree of double positive GFP+/MAP2+ neurons were investigated using Sholl Analysis plug-in (Ferreira et al., 2014) in Fiji software (NIH, United States).

### *In vitro* Spine Analysis

Mutant and control primary cultures (E17.5 murine hippocampal neurons) were infected with lentiviral vector EF1a-GFP at a low titer at DIV1 for 1 h to get few and sparse GFP labeled cells. At DIV 15 and DIV 21, the primary neurons were stained with GFP and analyzed at confocal microscope. Spine density was measured in both mutant and wild type neurons.

### Golgi-Cox Staining and Spine Measurements

Golgi-Cox staining was performed as previously described (Sessa et al., 2019).

### Neural Stem Cell Culture

E14.5 embryonic cortices were dissociated, fragmented and digested with papain (10 U/ml, Worthington Biochemical) and cysteine (1 mM, Sigma-Aldrich) in HBSS with 0.5 mM EDTA at 37°C. The obtained NSCs were routinely cultured in suspension as neurospheres. Cells were normally cultured in neural-inducing medium (NIM) containing: DMEM/F12 (Sigma-Aldrich) supplemented with Hormon Mix (DMEM/F12, 0.6% Glucose (Sigma-Aldrich) [30% in phosphate buffer (PBS) (Euroclone)], Insulin (Sigma-Aldrich) 250 μg/ml, putrescine powder (Sigma-Aldrich) 97 μg/ml, apotransferrin powder (Sigma Aldrich), sodium selenite 0.3 μM, progesterone 0.2 μM), 1 mg/ml penicillin/streptomycin (Sigma-Aldrich), 2 mM glutamine (Sigma-Aldrich), 0.66% Glucose [30% in phosphate buffer salt (PBS) (Euroclone)], Heparin 4 μg/ml, 10 ng/ml basic fibroblast growth factor (bFGF) (Thermo Fisher Scientific) and 10 ng/ml epithelial growth factor (EGF) (Thermo Fisher Scientific). To assess multipotent differentiation capacity of NSCs, cells were seeded on matrigel (Corning) coated glass coverslips at a density of 3–4 × 10^5^ cells per well in a 24 multi-well plate. The first day after plating, the medium was changed adding normal NIM without EGF for 2 days. The medium was then changed again adding NIM without both EGF and FGF, supplemented with 2% fetal bovine serum (FBS) (Sigma-Aldrich) for 6 days.

NSCs proliferation rate was calculated by seeding 6 × 10^5^ cells in adherent conditions in a 6 multi-wells plate and counting (after detaching) the cells every 2–3 days. After the count, 6 × 10^5^ cells were seeded again for 6 time points (3 replicates for each time point).

### Quantitative RT-PCR

RNA was extracted using TRI Reagent (Merck) according to the manufacturer’s instructions. Quantitative RT-PCR (qRT-PCR) was performed as previously described (Sessa et al., 2019) with custom designed oligos (Supplementary Table S1).

### Immunocytochemistry

Immunocytochemicalstaining was performed as previously described (Sessa et al., 2019).

The primary antibodies utilized were the following: anti-KI67 (Immunological Science, MAB90948), anti-GFAP (Merck, AB5804), anti-TUJ1 (Covance, MRB-435P), anti-phospho histone 3 (PH3) (rabbit, 1:400, Sigma-Aldrich, H0412), anti-S100b (Dako, GA504). Anti-O4 primary antibody was produced from a hybridoma clone, using the culture media of hybridoma cells directly on living cells to perform the staining for O4 epitope. Secondary antibody used: 488-mouse (donkey, 1:2,000, Molecular Probes, A21202), 488-rabbit (donkey, 1:2,000, Molecular Probes, A21026), 594-mouse (donkey, 1:2,000, Molecular Probes, A10036), 594-rabbit (donkey, 1:2,000, Molecular Probes, A21207). DAPI (4′,6′-diamidino-2-phenylindole) was used as nuclear counterstaining.

The quantification of Radial Glia cells in the hippocampus has been performed using GFAP antibody, counting only the GFAP^+^ cells present in the subgranular zone of the dentate gyrus.

### RNA-Sequencing

RNA libraries were generated, quality-checked and sequenced as previously described (Sessa et al., 2019). Sequences (Fastq files) were aligned to the mm9 and mm10 mouse reference genomes by using the splice junction mapper TopHat (Kim et al., 2013). Differential gene expression and Functional enrichment analyses were performed with DESeq2 (Love et al., 2014) and GSEA (Huang et al., 2009), respectively. Statistical and downstream bioinformatics analyses were performed within the R environment. The software Homer was used to find *de novo*-enriched motifs in the promoters of downregulated genes with the following setting: +1,000–100 from TSS. The data were deposited in the NCBI Gene Expression Omnibus and are accessible through GSE162750. RNA-seq and ChIP-seq data from the literature were downloaded from the NCBI GEO repository with the accession codes GSM935653, GSM1817009, and GSM1817010.

### Constructs and NSC Complementation

The coding sequence of *Tbl1xr1* was kindly provided by Dr. V. Perissi and cloned into pCAG-V5 vector after digestion with *Xho*I/*Not*I enzymes. Then, Tbl1xr1-V5 coding sequence was amplified using specific primers (5′-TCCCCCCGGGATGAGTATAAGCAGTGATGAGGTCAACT TCTTGG-3′; 5′-ACGCGTCGACTCACGTAGAATCGAGACC GAGGAGAGGG-3′), and inserted in the Ef1a-Setd5-V5 lentiviral construct digested with Xma1 and Sal1 to remove the Setd5 coding sequence and obtain the Ef1a- Tbl1xr1-V5 lentiviral construct. Ef1a-Tbl1xr1-V5 was subjected to PCR site-specific mutagenesis to obtain the following mutated form: (i) Ef1a- Tbl1xr1F10L-V5 (5′-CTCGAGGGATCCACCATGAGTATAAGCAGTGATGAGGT CAACTTgTTGGTATATAGGTACTTGCAAG-3′; 5′-CGGCTG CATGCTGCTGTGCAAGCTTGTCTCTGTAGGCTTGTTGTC TTGTTTGGACTACATCGGGCATAACAGC-3′): (ii) Ef1a- Tbl 1xr1G70N-V5 (5′-CTCGAGGGATCCACCATGAGTATAAG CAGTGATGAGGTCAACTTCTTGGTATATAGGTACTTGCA AG-3′; 5′-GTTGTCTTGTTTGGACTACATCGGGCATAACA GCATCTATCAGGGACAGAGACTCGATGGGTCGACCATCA AATAAGGTGtCATCCTCATTTATGCTAAC-3′); (iii) Ef1a- Tbl 1xr1L282P-V5 (5′-CTTGCCAGCACCTTGGGGCAGCATAAA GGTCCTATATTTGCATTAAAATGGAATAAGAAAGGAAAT TTCATCCCAAGTGCTGGCGTAGATAAG-3′; 5′-GCGGC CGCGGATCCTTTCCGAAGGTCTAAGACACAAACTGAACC GTCCGAAGCAC-3′); (iiii) Ef1a- Tbl1xr1Y446C-V5 (5′-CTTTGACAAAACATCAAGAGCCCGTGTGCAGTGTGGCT TTTAGTCCTGATGGC-3′; 5′-GCGGCCGCGGATCCTTTCCG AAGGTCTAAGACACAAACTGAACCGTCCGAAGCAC).

The lentiviral construct of both wildtype and mutated forms of Tbl1xr1 were used to infect NSC derived from telencephalic cortex of Tbl1xr1 KO embryos at E14.5.

### Immuno-Precipitation

HEK293 cells were seeded on six 150 mm dishes and transfected with Ef1a-GFP (mock), Ef1a-Tbl1xr1-V5, Ef1a-Tbl1xr1F10L-V5, Ef1a-Tbl1xr1 G70N-V5, Ef1a-Tbl1xr1L282P-V5 and Ef1a-Tbl1xr Y446C-V5 using Ca-phosphate. 48 h after transfection, cells were harvested and suspended in 500 μl of IP buffer (20 mM Tri-HCl pH 7.5, 150 mM NaCl, 1 mM EDTA, 1 mM EGTA, 1% Triton X-100) supplemented with complete protease inhibitors (Roche). 30′ after the incubation on ice, the lysate was centrifuged at 14,000 × *g* for 10 min at 4°C and 15% of the supernatant was added with 4X SDS protein sample buffer [100 mM Tris-HCl pH 6.8, 40% (v/v) glycerol, 312 mM SDS, 174 mM dithiothreitol (DTT), 0.04% (w/v) bromophenol blue] (input). The remaining supernatant was immuno-precipitated with V5-antibody overnight at 4°C with agitation. 100 μl of Protein G Dynabeads (Novex, Thermo Fisher Scientific) were used per IP. After washing in IP buffer supplemented with protease inhibitors, the beads were mixed with lysate and incubated for 2 h at 4°C with agitation. At the end of the incubation, the mixed beads-lysate was washed 3 times with IP buffer and added with 2X SDS protein sample buffer for Western blot analysis.

### Quantification and Statistical Analysis

Data are expressed as mean ± standard error (SEM) and significance was set at *p* < 0.05. Statistical tests are provided in the figure legends.

## Results

### *Tbl1xr1* Knock-Out Mice Display Behavioral Impairments

To analyze the importance of TBL1XR1 for neurological capabilities in living animals, we generated *Tbl1xr1* knock-out (KO) mice taking advantage of a line carrying the *Tbl1xr1* floxed allele (LoxP sequences surrounding the exon V) (Rohm et al., 2013) crossed with the CMV:Cre driver line (Figure 1A). Despite the full KO mouse died at an early embryonic phase (Perissi et al., 2004), CMV:Cre mediated KO animals were born nearly at mendelian ratio, successfully completed pre-natal development and reached the adulthood (Figure 1A), perhaps thanks to incomplete DNA recombination at some stage/cell population. However, the TBL1XR1 protein was completely absent in brain tissue (Figure 1A). Since mutations in the *TBL1XR1* are linked with a variety of neuro-psycho-motor disabilities, we decided to test motor, social, and cognitive performance of KO vs. control littermate mice through behavioral assessment (Figure 1 and Supplementary Figure S1). Both genotypes showed comparable spontaneous activity in the open field (Supplementary Figure S1A), while motor coordination was impaired in KO mice as revealed by poor performance in rotarod exercise (Figure 1B), abnormal paw-slipping in beam walking (Figure 1C), and mild but appreciable differences in some catwalk parameters (Figure 1D and Supplementary Figure S1B). Interestingly, a large fraction of human *TBL1XR1* mutated patients display compromised or delayed motor skills (Vaqueiro et al., 2018).

Mutant animals tended to hide more objects compared to the WT in the marble-burying test, possibly reflecting obsessive behavior, and/or anxiety (Figure 1E). However, the time spent at the periphery vs. the center of an empty arena was comparable, indicating that *Tbl1xr1* KO did not show high anxiety levels (Supplementary Figure S1C). We also performed an elevated plus maze test to further investigate anxiety. Notably, mutant mice did not display significant differences in the time spent in the open arms, confirming that the loss of *Tbl1xr1* is not impacting on anxiety, at least in this model (Supplementary Figure S1D).

Next, we assessed behavior that is relevant for intellectual disability and autism spectrum disorders. To test spatial memory, we used an 8-arm radial maze test (Figure 1F), in which *Tbl1xr1* mutants displayed significant differences in memory performances, including working memory (Figure 1F and Supplementary Figure S1E). Sociability was assayed by evaluating the time that a test subject (either a WT or an KO animal) spent together with a host WT mouse (Silverman et al., 2010). KO animals interacted significantly less with the host, compared to the controls (Figure 1G). However, the two genotypes spent equal amount of time in aggressive behavior (Supplementary Figure S1F). The animals did not present any olfactory impairment, since both groups performed food tests (either hidden or presented) equally well (data not shown). Furthermore, since external factors may confound the assessment of sociability in freely moving subjects, we performed a three-chamber test (Papale et al., 2017) where the stranger mouse is confined in a cage (thus eliminating any possible effect of size or dominance) while the subject *Tbl1xr1* KO or WT animals was free to explore. Despite the two genotypes equally examined the arena (Supplementary Figure S1G), mutant animals did not discriminate between the stranger-occupied cage and the empty one (Figure 1H). Notably, cognitive disability is a penetrant trait in TBL1XR1 patients, while low sociality is present in TBL1XR1 patients with ASD (Laskowski et al., 2016; Vaqueiro et al., 2018).

These results indicate that our mouse model, in which TBL1XR1 is completely missing in brain tissue, is viable and presents behavioral deficits that, at least in part, resemble the impairments described in patients carrying genomic insults in the *TBL1XR1* gene, thus representing an interesting model for the related diseases.

### Loss of *Tbl1xr1* Alters Morphology and Function of Neuronal Cells

Mutant brains appeared grossly normal in the adulthood, and the brain weight normalized to total body mass was conserved (Figure 2A). However, cortical wall thickness was reduced, particularly at medial-caudal level (Figure 2B). Although neuronal types were conserved across the cortical layers, we found that the number of CUX1^+^ late-born neurons was significantly higher and SATB2^+^ neurons were decreased in mutants, while the number of the early born CTIP2^+^ neurons was unaltered (Supplementary Figure S2A). Thus, the molecular identity of upper layer neurons (where both CUX1^+^ and SATB2^+^ neurons are particularly abundant) is altered in these mutants.

**FIGURE 2:**
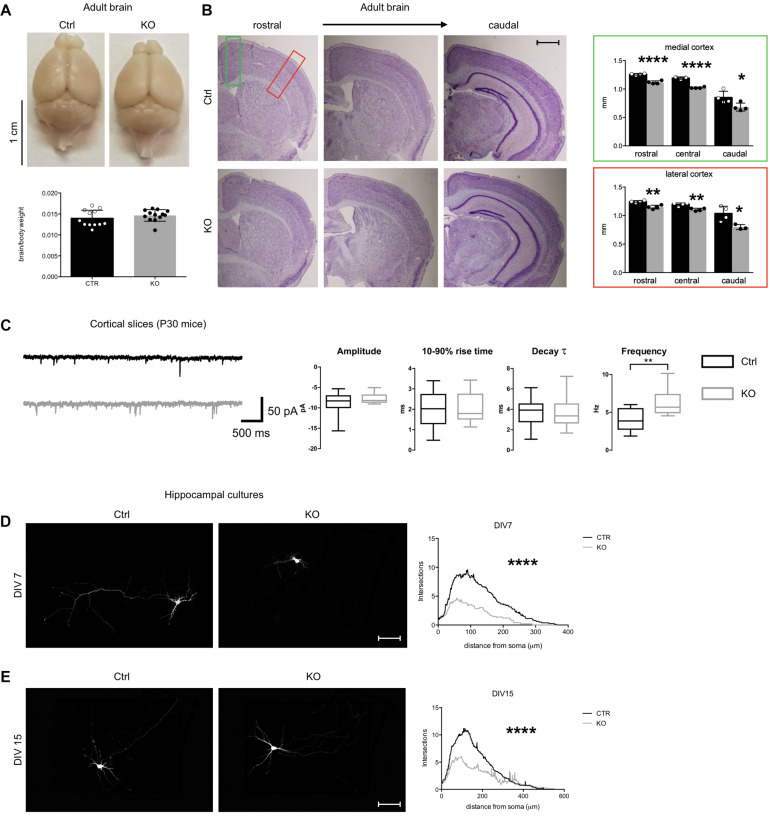
Defects of *Tbl1xr1* mutant neurons. **(A)** Adult brains from both control and Tbl1xr1 mutant mice showed similar brain to body ratio (shown as means ± SEMs, with dots representing individual samples), *n*: Ctrl = 12, KO = 13: *p* > 0.05, unpaired *t*-test. **(B)** Left, cresyl violet staining of coronal section of both control and mutant forebrains (cerebral corte, striatum, and hippocampus from adult mice of >than 2 months of age). right quantification of the cortical thickness in medial (green square) and lateral (red) position (shown as means ± SEMs, with dots representing individual samples), *n*: Ctrl = 4, KO = 4: rostral: ****p < 0.0001; central: ****p < 0.0001; rostral: *p < 0.0415. **(C)** Left, representative traces showing sEPSCs recorded in cortical pyramidal neurons in slices from control (black) and *Tbl1xr1* mutant (gray) mice (animals of both sexes, 30 days of age) (bars: 50 pA, 500 ms). Right, summary boxplots for EPSC parameters (shown as box for interquartile range, median line and whiskers for highest and lowest values): mean amplitude, wt -8.6 ± 0.6 pA, KO -7.8 ± 0.3 pA, *n* = 19, *p* = 0.27, unpaired *t*-test; mean 10–90% rise time, wt 1.9 ± 0.2 ms, KO 2.0 ± 0.2 ms, *n* = 19, *p* = 0.78, unpaired *t*-test; mean decay time constant, wt 3.7 ± 0.3 ms, KO 3.6 ± 0.4 pA, *n* = 19, *p* = 0.87, unpaired *t*-test; mean frequency, wt 4.0 ± 0.3 Hz, KO 6.3 ± 0.4 Hz, *n* = 19, *p* < 0.001, unpaired *t*-test. **(D)** Hippocampal cultures from control and mutant E17.5 embryos at 7 days *in vitro* (DIV) infected with low titer GFP lentivirus (at DIV0) and Sholl analysis for the quantification of the intersection of neurites accordingly with the distance to the soma, ****p < 0.0001, 2-way ANOVA. **(E)** Hippocampal cultures from control and mutant E17.5 embryos at 14 days *in vitro* (DIV) infected with low titer GFP lentivirus (at DIV0) and Sholl analysis for the quantification of the intersection of neurites accordingly with the distance to the soma, ****p < 0.0001, 2-way ANOVA. Scale bars: **(B)** 400 μm; **(D,E)** 50 μm. See also Supplementary Figure S2.

To determine if synaptic transmission was impaired upon loss of *Tbl1xr1*, we analyzed both spontaneous glutamatergic excitatory postsynaptic currents (sEPSCs) and GABAergic inhibitory postsynaptic currents (sIPSCs) in cortical slices from postnatal day 30 (P30) KO and littermate WT mice using whole-cell voltage-clamp recordings (Figure 2C). While amplitude, 10–90% rise time, and decay time constant were unaltered, the sEPSC frequency was significantly increased in mutant neurons (Figure 2C). Conversely, we found no differences in sIPSC parameters between genotypes (data not shown). Then, we sought to further investigate neuronal cells using primary neuronal cultures from hippocampi of E17.5 mutant and WT embryos. Mutant neurons exhibited a simpler morphology, with less neurites and arborization compared to control cells both at early and late stages of *in vitro* development (Figures 2D,E). In developing mutant neurons (DIV 15), dendritic spines were significantly sparser than controls (Supplementary Figure S2B), though their number was comparable in more mature cells *in vitro* (Supplementary Figure S2C). Golgi-Cox staining confirmed the normal dendritic spine number in adult KO cerebral cortex compared to controls, without evident changes in their shape (Supplementary Figure S2D).

Altogether, these results suggest that *Tbl1xr1* mutant mice are mildly microcephalic, as seen in particular in Pierpont syndrome patients (Heinen et al., 2016), and that their excitatory synapses are hyperactive.

### Loss of *Tbl1xr1* Leads to Defective Proliferation and Differentiation of Neural Progenitors

We next sought to investigate whether the observed changes reflected any impairment in brain development during embryonic life. The embryonic cortex at E14.5 was slightly smaller in mutants, particularly in its medial region (Supplementary Figure S3A). Interestingly, the ventricular zone of mutant mice contained less proliferative progenitors (PAX6^+^ cells), probably because differentiation occurred at earlier stages (SATB2^+^ used as marker of young neuronal cells) (Supplementary Figure S3B). To better analyze neural progenitor proliferation/differentiation dynamics, we used an *in vitro* system constituted by NSCs (Azari et al., 2010). To avoid possible residual early stage impairments, we derived NSCs from *Tbl1xr1* floxed E14.5 embryos. After infecting them with lentivirus carrying either Cre-GFP (to generate KO’s) or GFP only (as control), we sorted the GFP^+^ cells and verified for correct genotypes and for Tbl1xr1 mRNA and protein absence (Figure 3A). When grown as neurospheres, mutant NSCs showed a smaller sphere volume compared to controls (Figure 3B), possibly due to a proliferative defect. When we alternatively used adherent cultures to obtain proper growth curves and immuno-labeling (using PH3 and KI67 proliferative markers), a decrease in cell cycle progression was evident (Figures 3C,D and Supplementary Figure S3C). Conversely, the differentiation capability of mutant NSCs were increased since KO cells generated more post-mitotic TUJ1^+^ neurons, S100b^+^ astrocytes, and O4^+^ oligodendrocytes after applying a differentiation protocol *in vitro* (Figure 3E).

**FIGURE 3:**
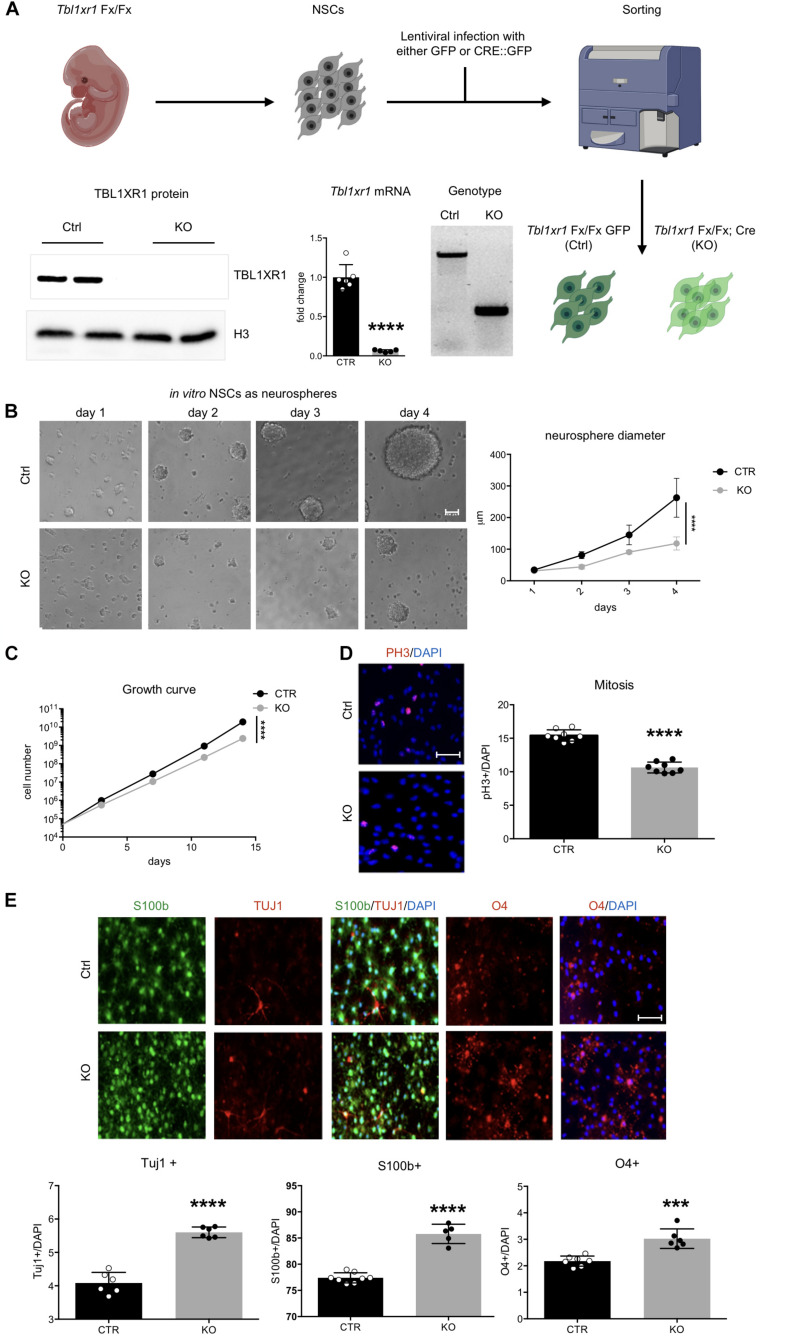
Loss of *Tbl1xr1* affects neural stem cells dynamics. **(A)** Scheme of NSC derivation with examples of: genotyping (by PCR), expression of *Tb1xr1* (mRNA abundance by RT-qPCR, ****p < 0.0001, unpaired *t*-test), and TBL1XR1 protein level (by Western blot). **(B)** NSCs both Ctrl and KO cultured as neurospheres, on the right quantification of spheres’ diameter: difference due to genotype, *F*(1,40) = 63.19, ****p < 0.0001, 2-way ANOVA. **(C)** Growth curve of adherent *in vitro* NSCs: difference due to genotype, *F*(1,4) = 535.6, ****p < 0.0001, 2-way ANOVA. **(D)** Immunocytochemistry of both Ctrl and *Tbl1xr1* KO proliferating NSCs for phosphor histone 3 (PH3) counterstained with DAPI. On the right, quantification of PH3^+^ cells on total DAPI nuclei, ****p < 0.0001, unpaired *t*-test. **(E)** Up, immunocytochemistry of both Ctrl and *Tbl1xr1* KO differentiating NSCs for S100b (astrocytes), TUJ1 (neurons) and O4 (oligodendrocytes) counterstained with DAPI. Bottom, quantification: TUJ1: ****p < 0.0001, unpaired *t*-test; S100b: ****p < 0.0001, unpaired *t*-test; O4: ***p = 0.0002, unpaired *t*-test. Scale bars: **(B)** 40 μm; **(D,E)** 50 μm.

Finally, to investigate whether these defects are present in *Tbl1xr1* mutant postnatal progenitors, we analyzed the dentate gyrus (DG) of the hippocampus where adult neurogenesis normally occur in rodents. First, we noted that the gross morphology of the hippocampus and the DG in particular is maintained (Figure 2B). Immunochemistry for markers of radial glia cells (GFAP), neuroblasts/immature neurons (DCX), neurons (NEUN), and proliferative cells (KI67), indicated that the dynamics of proliferation/differentiation in both mutant and control DG is similar (Supplementary Figure S3D).

These data indicate that the loss of TBL1XR1 during the neural progenitor stage leads to proliferative defects and a tendency to anticipate differentiation that may eventually induce a microcephalic brain. However, adult neurogenesis in DG is preserved in *Tbl1xr1* mutants.

### TBL1XR1 Ensures Correct MAPK Signaling Transduction

Together with its related protein TBL1X, TBL1XR1 is important for both gene repression mediated by NCOR/SMRT complexes, and for de-repression promoting the removal of NCOR/SMRT (Perissi et al., 2010). Thus, we investigated the level of NCOR1 using Western blot analyses on both NSCs and adult brains. The level of NCOR1 was decreased in mutants, indicating that TBL1XR1 is critical for the assembly of the co-repressor complex rather than serving as an exchanging factor (Supplementary Figures S4A,B). The entire complex seemed to be affected since also HDAC3, the typical histone deacetylase present in the complex, was significantly downregulated both *in vitro* and *in vivo* (Supplementary Figures S4A,B). The effect on both NCOR1 and HDAC3 was particularly evident in the nuclear fraction, where the epigenetic complex is normally operating (Figure 4A). Both TBL1R and TBL1XR1 are also required for transcriptional activity of βCATENIN on Wnt target genes (Li and Wang, 2008). Interestingly, despite the level of βCATENIN was unaffected, we detected a high level of its phosphorylated form in the mutant cells (Figure 4B) suggesting that, in the absence of TBL1XR1, the AXIN2/GSK3β complex is active to remove the protein and mitigate the canonical Wnt signaling (MacDonald et al., 2009).

**FIGURE 4:**
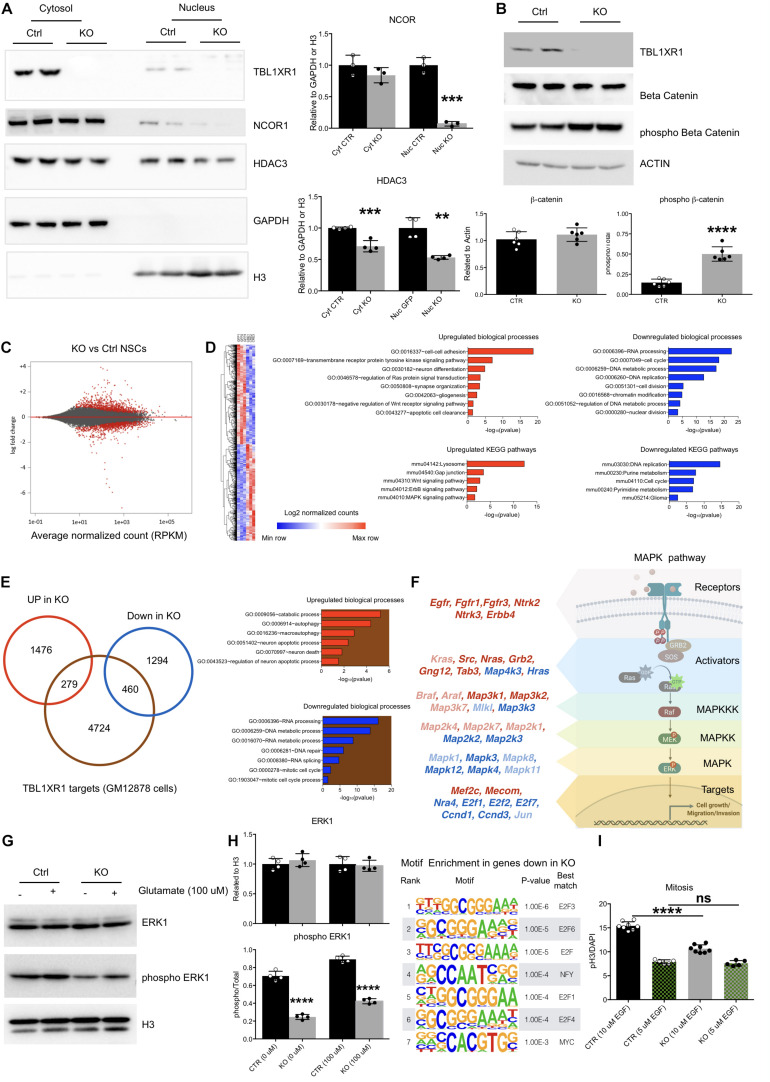
Molecular defects of *Tbl1xr1* KO neural stem cells. **(A)** Western blot analysis of both cytosolic (enriched in GAPDH, used as normalizer) and nuclear (enriched in H3, used as normalizer) protein fractions from control and *Tbl1xr1* KO *in vitro* NSCs for the following proteins: TBL1XR1, NCOR1, and HDAC3. On the right, the quantification of the blots for NCOR1 and HDAC3 (shown as mean + s.e.m. with dots representing individual samples): cytoplasmic NCOR1: n (biological replicates): Ctrl = 3, KO = 3: *p* = 0.2407; nuclear NCOR1: *n* (biological replicates): Ctrl = 3, KO = 3: ***p = 0.0002; cytoplasmic HDAC3: *n* (biological replicates): Ctrl = 4, KO = 4: ***p = 0.0007; nuclear HDAC3: *n* (biological replicates): Ctrl = 4, KO = 4: **p = 0.0013. Statistically compared using *t*-test. **(B)** Western blot analysis of whole protein lysates from control and *Tbl1xr1* KO *in vitro* NSCs for the following proteins: TBL1XR1, βCATENIN and its phosphorylated form (Ser33/37/Thr41). On the right, the quantification of the blots for βCATENIN and pβCATENIN: *n* (biological replicates): Ctrl = 6, KO = 6: βCATENIN *p* = 0.2878; pβCATENIN ****p < 0.0001. Statistically compared using unpaired *t*-test. **(C)** MA plot showing log2 fold changes as function of average normalized gene expression (RPKM) for control against KO *in vitro* NSCs (RNAseq data). Differentially expressed genes are highlighted in red. **(D)** Left, heat-map showing the differentially expressed genes between control and KO NSCs. Right, Gene Ontology analysis for terms indicating both the biological processes (up) and KEGG pathways (bottom), for upregulated (red, left) and downregulated (blue, right) genes in *Tbl1xr1* KO NSCs compared to control. **(E)** Left, Venn diagram showing the overlap between TBL1XR1 gene targets (brown, publicly available ChIP-seq data obtained from GM12878 cells) and genes up (red) and down-regulated (blue) in *Tbl1xr1* KO NSCs. Right, Gene Ontology analysis for terms indicating the biological processes for TBL1XR1 targets that are also upregulated (the red/brown intersection) and downregulated (the blue/brown intersection) genes in *Tbl1xr1* KO NSCs compared to control. **(F)** MAPK pathways found altered between control and *Tbl1xr1* KO NSCs ordinated accordingly their role within the pathway (scheme on the right). Red = upregulated in mutant; blue = downregulated in mutant; dark color = statistically significant; light color = trend. **(G)** Western blot analysis of whole protein lysates from control and *Tbl1xr1* KO NSCs treated or not with 100 μM of glutamate for the following proteins: ERK1 and its phosphorylated form (Thr202/Tyr204). On the right, the quantification: *n*: Ctrl = 4, KO = 4, 0 mM of glutamate: ERK1 *p* = 0.3898; pERK1 ****p < 0.0001; 100 μM of glutamate: ERK1 *p* = 0.7170; pERK1 ****p < 0.0001; Statistically compared using unpaired *t*-test. **(H)** Motif enrichment analysis using Homer on promoters (–1,000 + 100 from TSS) og genese downregulated in Tbl1xr1 KO NSCs (*n* = 1,754). **(I)** Quantification of the immunocytochemistry for PH3 in both Ctrl and *Tbl1xr1* KO proliferating NSCs in a medium with either normal (10 μM) or low levels (5 μM) of EGF, counterstained with DAPI. 10 μM: n: Ctrl = 8, KO = 8, ****p < 0.0001; *n*: Ctrl = 5, KO = 5, *p* = 0.9055; one-way ANOVA. See also Supplementary Tables S2, S5.

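Neural stem cells (NSCs), which divide in culture and can give rise to neurons and glia, were derived from the cortex of *Tbl1xr1* floxed mouse embryos at E14.5. They received a lentivirus carrying either Cre-GFP, whose recombinase deletes the floxed part of the gene, or GFP only as control. RNA-seq values were analyzed for 3 control libraries (replicates 1, 1_1 and 2) and 3 libraries labelled Cre (replicates 2, 2_2 and 3). The authors aligned the reads with TopHat, used DESeq2 for differential expression and deposited normalized counts per gene, which are read counts divided by 1 size factor per library. The text of the paper does not name the read counter, its strand setting or the annotation. In each library 100% of the normalized counts were whole multiples of the value of 1 read, to within 6.8e-05 of a whole number. The number of reads on genes was therefore recovered. It was 11161497, 7510615 and 7762821 reads in control replicates 1, 1_1 and 2 (median 7762821). It was 14828100, 12210170 and 11893230 reads in KO replicates 2, 2_2 and 3 (median 12210170). The 10 genes with the most reads held between 15.9% and 22.9% of the reads of a library. The paper does not say whether replicates 1 and 1_1, or 2 and 2_2, come from 1 culture. All 6 libraries were kept as separate samples. Between control replicates 1 and 1_1 the chi-square of the reads per degree of freedom was 18.3, against 7.14 for 1 and 2 and 22.9 for 1_1 and 2. It was 29.7 for KO replicates 2 and 2_2, against 20.2 for 2_2 and 3 and 45.9 for 2 and 3. Libraries with like numbers were thus not the most alike of their group. Whether they share a culture cannot be decided from these values. Averaging the control libraries 1 and 1_1 was tried as an alternative, and averaging KO libraries 2 and 2_2 was added after the data were seen. Differential expression was tested with limma (lmFit and eBayes with a trend) on log2(normalized count + 1) for the 14840 genes with a mean normalized count of at least 10, with Benjamini-Hochberg adjustment. Fold changes are on this scale, which understates the change of genes with low counts. An exact permutation test of 3 libraries against 3 cannot give a p-value below 0.1. On simulated counts in which 200 genes were changed 2-fold, the test recovered 78.5% of the changed genes, and 5.99% of its calls were unchanged genes. Every simulated gene had the same dispersion, the spread between libraries beyond counting error, of 0.02. The genes were also independent of each other, so these shares need not hold for the real libraries.

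The targeted gene, *Tbl1xr1* (ENSMUSG00000027630), lies on chromosome 3 of mm9 from 21975574 to 22115516. Its normalized count was 2521.81, 2189.81 and 2720.64 in control replicates 1, 1_1 and 2, and 3774.37, 3463.36 and 2905.49 in KO replicates 2, 2_2 and 3. The means were 2477 ± 268 (SD, n = 3) and 3381 ± 440 (SD, n = 3), and every library labelled Cre was above every control library. The log2 fold change was 0.45 (standard error 0.14, limma adjusted p = 0.06). With DESeq2 on the recovered reads it was 0.45 with an adjusted p of 0.0398, and over all alternatives the adjusted p ran from 0.0234 to 0.211. The mRNA of the targeted gene was thus not lower in the libraries labelled Cre, and directions are given as measured in the libraries labelled Cre relative to control. Exon 5 of the protein-coding transcript, from 22088690 to 22088912, has 223 bases, 2.74% of the 8127 bases of the transcript. Counts over the whole gene therefore do not measure that exon on its own.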

To gain insights on the molecular aspects of the phenotype, we performed RNA-seq to analyze the global transcriptome upon *Tbl1xr1* loss. 

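At an adjusted p-value under 0.05 (limma, Benjamini-Hochberg), 1478 genes differed between the libraries labelled Cre and the control libraries, 704 of them higher and 774 lower. At an unadjusted p-value under 0.05, 1813 genes were higher and 1965 lower, and the gene lists of Supplementary Table S2 hold genes up to that limit. The alternative that moved the first count most was leaving out 1 library. Without control replicate 1 there were 558 genes, and without KO replicate 2 there were 2396. With the control libraries 1 and 1_1 averaged and counted as 1 sample there were 660 genes, and with KO libraries 2 and 2_2 averaged, an alternative chosen after the data were seen, 1474. In the authors' deposited table, 3520 genes have a p-value under 0.05 and 1690 an adjusted p-value under 0.05. For 30.3% of all tested genes, 4490 genes, the normalized counts of the groups did not overlap, where chance gives 10%. The first principal component of the log2 values, with 48.7% of the variance, separated the groups.

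Supplementary Table S2 lists 1754 gene names as higher and 1754 as lower. Of these, 41.9% passed the adjusted p-value in the same direction (95% Clopper-Pearson interval 40.3% to 43.6%, which covers counting error only), and 92.4% passed the unadjusted p-value. Both calls rest on the same 6 libraries. The genes with the largest changes were chosen among those with a mean normalized count of at least 50. *Six3os1* was at least 665-fold lower in the libraries labelled Cre (adjusted p = 4.97e-09), with no more than 2 reads in any of them. *Cnpy1* was at least 248-fold lower (adjusted p = 7.39e-07), with no more than 3 reads. *Six3* (chromosome 17 of mm9, from 86012948 to 86031153) had a log2 fold change of -8.12 (standard error 0.46, adjusted p = 2.44e-06). *Six3os1* is the antisense neighbour of *Six3*, and the strand setting of the counting is not stated. In control replicates 1, 1_1 and 2, *Six3os1* had 1741, 1019 and 1347 reads and *Six3* had 1776, 1027 and 1390. With counts this close, the same reads may have been counted for both genes, so they may be 1 measurement and not 2. *Ptprk* was at least 48.7-fold higher (adjusted p = 5.32e-06), with no more than 2 reads in any control library. *Zfhx4* and *Pcdh17* had log2 fold changes of 5.34 (standard error 0.37, adjusted p = 1.32e-05) and 4.56 (standard error 0.29, adjusted p = 6.48e-06). The paper does not say which embryo each culture came from. An effect of the deletion and cultures of different origin would both give such changes. These libraries cannot tell them apart, which holds for every difference between the groups given here.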

Approximately 3,500 transcripts were de-regulated (1,755 upregulated and 1,754 downregulated) (Figure 4C and Supplementary Table S2). 

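Lists of genes of the cell cycle and of neural cell types were tested with camera, limma's competitive gene set test, with a preset correlation of 0.01 and adjustment over 9 lists. Of the 43 S phase genes, 42 were lower in the libraries labelled Cre, with a median log2 fold change of -0.52 (camera adjusted p = 6.95e-13). The exception was *Chaf1b*, with a log2 fold change of 0.01. The adjusted p-value of the single genes was under 0.05 for 22 of them, and for 31 when adjusted over the list alone. The count of 22 fell to 7 with the control libraries 1 and 1_1 averaged, and ran from 5 (without control replicate 1) to 27 (without KO replicate 2) with 1 library left out. Of the 54 G2/M phase genes, 48 were lower, with a median of -0.20 (camera adjusted p = 1.54e-05), 6 of them at an adjusted p-value under 0.05 and 7 adjusted over the list alone. With 1 library left out, the count of 6 ran from 3 to 15. Among the genes of the MCM helicase, which opens DNA for replication, *Mcm2*, *Mcm3*, *Mcm4*, *Mcm5* and *Mcm7* were lower at an adjusted p-value under 0.05, with log2 fold changes from -0.84 for *Mcm5* to -0.61 for *Mcm2*. *Mcm6* had a log2 fold change of -0.63 (standard error 0.20, adjusted p = 0.0649). *Mcm2*, *Mcm4* and *Mcm7* no longer passed when the control libraries 1 and 1_1 were averaged, nor in several of the fits with 1 library left out, while *Mcm3* and *Mcm5* passed in all of them.

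Of the 11 tested astrocyte markers, 10 were higher, with a median of 0.66 (camera adjusted p = 1.54e-05), 7 of them at an adjusted p-value under 0.05, a count that ran from 4 to 8 with 1 library left out. Adjusted over the list alone, 9 of the higher markers and the lower one passed. *S100b* (chromosome 10 of mm9, from 75716598 to 75723904) rose from 238 ± 14.7 (SD, n = 3) to 2064 ± 407 (SD, n = 3) normalized counts, a log2 fold change of 3.10 (standard error 0.15, limma adjusted p = 7.39e-07). *Aldh1l1*, named after its value was seen, was the marker that was lower, with a log2 fold change of -1.65 (adjusted p = 0.065). All 7 tested oligodendrocyte lineage markers, of 12 listed, were higher, with a median of 0.64 (camera adjusted p = 0.00324). The 3 that passed on their own, both over all genes and adjusted over the list alone, were *Olig2*, *Pdgfra* and *Cspg4*, named after their values were seen, and from 1 to 3 passed over all genes with 1 library left out. Of the 15 listed neuron markers only 8 passed the filter on counts, and 4 of these were higher and 4 lower (camera adjusted p = 0.861). Some had low counts, such as *Snap25*, with means of 18.0 in control and 14.1 in the libraries labelled Cre. Without the filter 13 were tested, 7 of them higher and 6 lower (camera adjusted p = 0.673). *Elavl4* was higher, with a log2 fold change of 2.32 (adjusted p = 3.7e-05), and *Gap43* lower, with -0.76 (adjusted p = 0.00975), and both were named after their values were seen. These 2 were also those that passed adjusted over the list alone. *Tubb3* had 63.2 ± 36.7 (SD, n = 3) normalized counts in control and 73.2 ± 43.9 (SD, n = 3) in the libraries labelled Cre, a log2 fold change of 0.15 (standard error 0.56, limma adjusted p = 0.898) whose sign changed when control replicate 1 was left out (-0.37). Of the 10 neural stem cell markers, 5 were higher and 5 lower (camera adjusted p = 0.861), and *Nes*, named after its value was seen, passed on its own with a log2 fold change of -0.85 (adjusted p = 0.00384). The S phase, G2/M, astrocyte and oligodendrocyte calls held under limma's fry test, with adjusted p-values of 0.000996, 0.0295, 0.000996 and 0.00253. None of these 4 calls held when camera estimated the correlation within each list, the alternative that moved them most, with adjusted p-values of 0.0732, 0.306, 0.0914 and 0.0914.

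**Figure D1:**
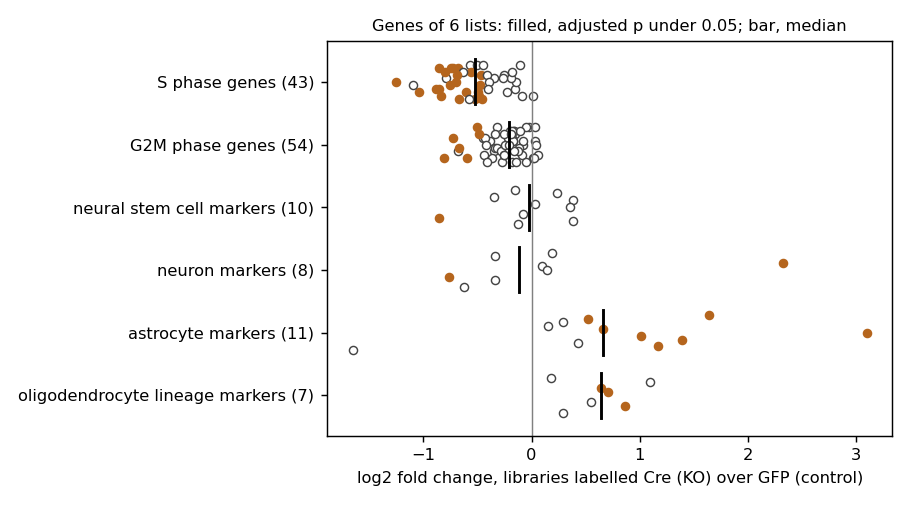
Log2 fold change (x axis, libraries labelled Cre over control, n = 3 each) of each tested gene of 6 lists (y axis, number of genes in brackets). Each point is a gene, filled at an adjusted p-value under 0.05, and the vertical bars are medians, at -0.52 for the S phase genes and 0.66 for the astrocyte markers.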

Gene Ontology (GO) analysis showed that several biological processes were significantly altered in *Tbl1xr1* KO cells, including DNA replication and cell cycle (downregulation), as well as gliogenesis and neuron differentiation (upregulation) (Figure 4D and Supplementary Table S2), confirming our previous observations (Figure 3). Moreover, we found upregulated gene categories associated with important molecular pathways as the Wnt and MAPK pathways, while several categories associated with nucleic acid metabolism were downregulated (Figure 4D and Supplementary Table S2). 

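The GO terms themselves were not used here, and the lists of pathway genes in the paper's supplementary tables were tested in their place. Of the 138 Wnt genes of Supplementary Table S3, 114 were tested, 57 of them higher and 57 lower in the libraries labelled Cre. Their median log2 fold change was -0.003 and the camera adjusted p-value was 0.861. Over all alternatives this value ran from 0.173, with fry, to 0.957. Of the 267 genes marked as the KEGG MAPK pathway in Supplementary Table S4, 190 were tested, 93 of them higher and 97 lower. Their median was -0.02 and the camera adjusted p-value was 0.861, with a range over all alternatives from 0.517 to 0.981. Neither list passed an adjusted p-value of 0.05 under any of the alternatives. These tests look for a shift of a list in 1 direction, in which higher and lower genes cancel. Whether changed genes are over-represented in the lists was not tested. The table holds human gene symbols, and 258 of the 267 matched a mouse gene by name.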

To discriminate between possible direct and indirect effects of TBL1XR1 on gene transcription, we examined public available datasets of DNA regions bound by TBL1XR1 obtained in a lymphoblastoid cell line (GM12878 cells). Despite the cell origin was very far from NSCs, we observed that a significant percentage of both upregulated (16%) and downregulated genes (26%) are putative TBL1XR1 direct targets (Figure 4E). These target genes account for GO categories important for DNA/RNA catabolism, RNA processing and splicing, DNA repair, and cell cycle (putative direct targets downregulated) as well as catabolism, autophagy and cell death (putative direct targets upregulated) (Figure 4E and Supplementary Table S2). These observations support the double nature of the TBL1XR1 protein to serve both as a core member and an exchanging factor of NCOR complexes, explaining the missing repressive activity on certain loci and the transcriptional repression on others, respectively, in *Tbl1xr1* KO’s. However, it has to be noted that the paralog gene *Tbl1x* was upregulated in *Tbl1xr1* NSCs (Supplementary Table S2), possibly vicariating the function of TBL1XR1 in certain contexts.

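The copy of the paper's table of putative targets that was used here is shortened, so its genes are described without a test. It lists 279 genes as higher and targets, 15.9% of the 1754 names in the list of higher genes, beside the paper's reported 16%. It lists 460 genes as lower and targets, 26.2% of the names in the list of lower genes, beside the paper's reported 26%. Of the 279 genes, 274 were tested here, and all 274 had a positive log2 fold change in the libraries labelled Cre, from 0.27 to 2.72 with a median of 0.55. Of the 460 genes, 456 were tested, and all 456 had a negative log2 fold change, from -4.47 to -0.26 with a median of -0.52. The direction follows from the way the lists were made, since the paper drew them from the same libraries. The median of the mean normalized counts was 477 for the first list and 594 for the second. The binding data from GM12878 cells, a human lymphoblastoid line, were not analysed here.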

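*Tbl1x* (ENSMUSG00000025246) lies on chromosome X of mm9 from 74756352 to 74908322. Its normalized count was 1603 ± 42.6 (SD, n = 3) in the control libraries and 2000.1 ± 68.3 (SD, n = 3) in the libraries labelled Cre. Every library labelled Cre was above every control library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 allow). The log2 fold change was 0.32 (standard error 0.11), and its adjusted p-value over all tested genes was 0.0847 (limma, Benjamini-Hochberg), with an unadjusted p of 0.0121. The log2 fold change stayed between 0.29 and 0.34 under all 15 alternatives, and the adjusted p-value was above 0.05 in each. In the authors' deposited table the log2 fold change is 0.31 with an adjusted p-value of 0.105. *Tbl1x* is a paralog of the targeted gene, whose own mRNA was also higher in the libraries labelled Cre, and reads that match both genes are uncertain where the counting could split them.

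**Figure D2:**
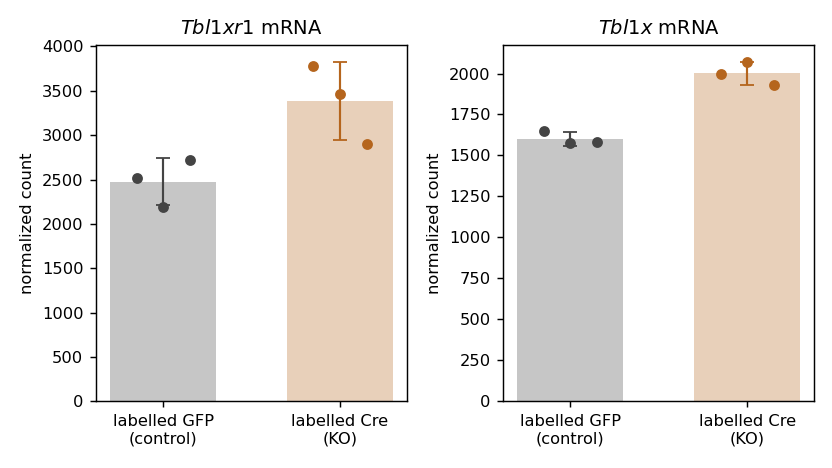
Normalized counts (y axis) of *Tbl1xr1* and *Tbl1x* in the libraries labelled GFP (control) and Cre (KO). Points are the 3 libraries of each group, bars the means and error bars the SD. For *Tbl1x*, the control libraries lie around a mean of 1603 and the libraries labelled Cre around 2000.1.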

To understand the impact of the lack of TBL1XR1 on Wnt signaling, we analyzed direct target genes of this pathway that resulted partially deregulated. We found that transcripts changed in both directions in our dataset, that did not agree with a loss of βCATENIN activity (Supplementary Figure S4C and Supplementary Table S3). 

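Among the tested Wnt genes of Supplementary Table S3, 7 were higher and 10 lower in the libraries labelled Cre at an adjusted p-value under 0.05 (limma, Benjamini-Hochberg over all tested genes). At an unadjusted p-value under 0.05, 20 were higher and 16 lower. With the p-values adjusted over the list alone, 22 genes passed. The log2 fold changes of the list ran from -1.09 to 2.51. Without *Tbl1xr1* and *Tbl1x*, which are members of the list, 112 genes remained, with 7 higher and 10 lower at the adjusted threshold. Without control replicate 1, 5 were higher and 3 lower at that threshold, and without KO replicate 2, 11 and 13. *Axin2* (chromosome 11 of mm9, from 108781663 to 108812097), a target gene of the pathway, had 362 ± 64.1 (SD, n = 3) normalized counts in control and 232 ± 31.0 (SD, n = 3) in the libraries labelled Cre. Its log2 fold change was -0.63 (standard error 0.17, limma adjusted p = 0.0438). With the control libraries 1 and 1_1 averaged it was -0.55 with an adjusted p of 0.164, and over all alternatives the adjusted p ran from 0.0135 to 0.196. *Ctnnb1*, which encodes βCATENIN, had a log2 fold change of 0.15 (standard error 0.14, limma adjusted p = 0.559), so a difference of its mRNA from control was not detectable.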

Next, we treated both control and KO NSCs with either an activator (LiCl) (Clément-Lacroix et al., 2005) or an inhibitor (IWR-1) (Martins-Neves et al., 2018) of the Wnt pathway. Interestingly, both genotypes were competent to increase cell proliferation, reaching the same level upon the activation of the pathway (Supplementary Figure S4D). However, the inhibition of βCATENIN, although affecting the proliferation of both lines, did not blunt the difference between control and KO NSCs (Supplementary Figure S4E). These data suggest that other pathways beyond Wnt contribute to the proliferative defects of *Tbl1xr1* KO NSCs.

The NCOR complex intersects multiple signaling cascades (Perissi et al., 2010). Our transcriptomic data showed a heavy de-regulation of the mitogen-activated protein kinase pathway. 

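Supplementary Table S4 lists 731 MAPK-related genes, of which 673 matched a mouse gene by name and 448 were tested. At an adjusted p-value under 0.05 (limma, Benjamini-Hochberg over all tested genes), 35 of them were higher and 31 lower in the libraries labelled Cre. At an unadjusted p-value under 0.05, 71 were higher and 65 lower, and 78 passed when adjusted over the list alone. Regardless of the threshold, 245 were higher and 203 lower, with a median log2 fold change of 0.05 (camera adjusted p = 0.818, from 0.202 to 0.947 over all alternatives). Among the genes of the KEGG pathway in the same table, 12 were higher and 15 lower at the adjusted threshold. Without control replicate 2 these numbers were 5 and 6, and without KO replicate 2 they were 18 and 16. At the unadjusted threshold 31 were higher and 31 lower, and 35 passed when adjusted over the list alone. Without control replicate 1, 16 of the MAPK-related genes were higher and 13 lower at the adjusted threshold, and without KO replicate 2 these numbers were 55 and 41.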

GO analysis indicated an upregulation of the MAPK pathway (Figure 4D), which are particularly relevant for the upper part of the cascade (e.g., receptors and MAP3K1 and 2), while other genes belonging to downstream nodes (e.g., transcription factors) were mostly downregulated (Figure 4F, Supplementary Figures S4F,G, and Supplementary Table S4). 

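All 40 genes that Figure 4F draws by level of the cascade and that carry a gene symbol were tested, and all 40 had the direction drawn. The paper took these directions from the same libraries, so this match is no independent evidence. The figure colours 28 of them as significant, and 13 had an adjusted p-value under 0.05 here (limma, Benjamini-Hochberg over all tested genes). Adjusted over the list alone, 20 passed, which is not independent evidence because the paper chose part of the list on these libraries. Without control replicate 1 or without control replicate 2, 7 passed over all tested genes. The upper levels (receptors, activators and MAPKKK) had 17 of 21 genes higher in the libraries labelled Cre and a median log2 fold change of 0.33. The lower levels (MAPKK, MAPK and targets) had 14 of 19 genes lower and a median of -0.36. Fry, limma's self-contained set test, gave adjusted p-values of 0.00499 and 0.00257, but the paper chose part of these genes on the same libraries, so these values do not test the pattern. The difference between the upper and lower levels was not tested.

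All 6 receptors were higher, with a median of 0.70. *Fgfr3* rose from 352 ± 12.9 to 960.4 ± 124 normalized counts (SD, n = 3 each), a log2 fold change of 1.44 (standard error 0.13, limma adjusted p = 0.000113). *Erbb4*, *Ntrk2* and *Ntrk3* had log2 fold changes of 1.25, 0.74 and 0.65, each with an adjusted p-value under 0.05. Of the activators 6 were higher and 2 lower, and those past the adjusted threshold were the lower ones, *Map4k3* (-0.84) and *Hras* (-0.65). Among the MAPKKK, *Map3k1* had a log2 fold change of 0.72 (standard error 0.16, adjusted p = 0.0201). *Map3k2* had 0.43 (standard error 0.18, adjusted p = 0.148). Of the MAPKK 3 were higher and 2 lower, and none passed the adjusted threshold. All 6 MAPK genes were lower, with a median of -0.36, and *Mapk12* had a log2 fold change of -1.05 (standard error 0.18, adjusted p = 0.00462). Of the 8 targets 6 were lower, with a median of -0.48. *Ccnd1* had a log2 fold change of -0.68 (standard error 0.18, adjusted p = 0.0376), and *Mef2c* of 0.74 (standard error 0.21, adjusted p = 0.0454). *Mecom* was at least 5.17-fold higher (adjusted p = 0.0388), with no more than 3 reads in any control library. The medians were the same with *Mecom* at this bound. *Ccnd1*, *Mef2c* and *Mecom* no longer passed when the control libraries 1 and 1_1 were averaged. Across the 6 fits with 1 library left out, *Mef2c* and *Mecom* each passed in only 1 and *Ccnd1* in 2. With 1 library left out, *Erbb4* did not pass in 3 of the 6 fits (adjusted p of 0.0547, 0.0561 and 0.0552), *Map3k1* in 2 (0.0797 and 0.099), *Ntrk3* in 1 (0.0726) and *Hras* in 1 (0.0668). *Fgfr3*, *Ntrk2*, *Map4k3* and *Mapk12* passed in all 6.

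**Figure D3:**
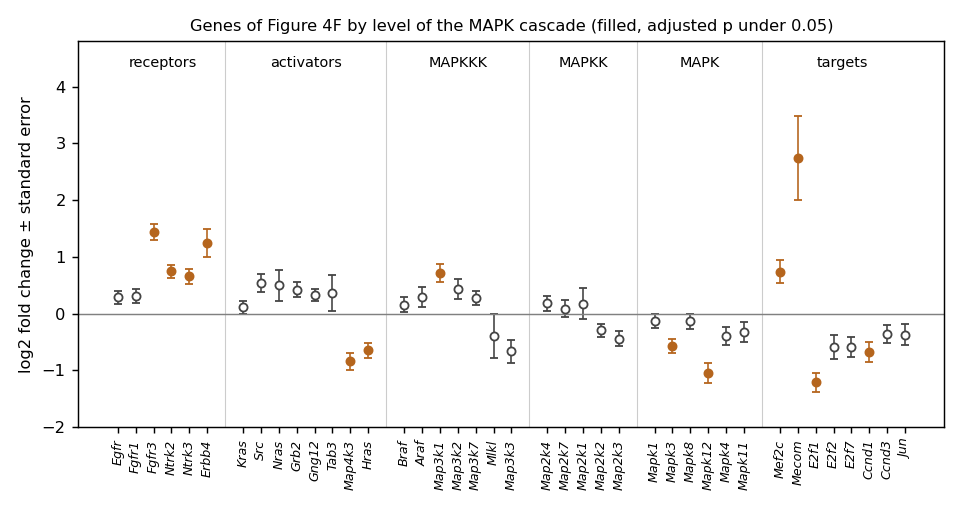
Log2 fold change with its standard error (y axis, libraries labelled Cre over control, n = 3 each) of the 40 genes of Figure 4F (x axis), grouped by level of the cascade. Filled points have an adjusted p-value under 0.05, all 6 receptors lie above 0 and all 6 MAPK genes below. The point of *Mecom* at 2.74 is a fitted value of a gene at or under 3 reads in every control library.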

Of note, both NCOR1 and NCOR2 appear to directly target several MAPK-related genes (Supplementary Figures S4H,I and Supplementary Table S4). Thus, we decided to investigate whether this pathway is affected in our system. First, we biochemically evaluated the phosphorylated form of the extracellular signal-regulated kinase 1 (ERK1) as a proxy for its general activation, showing a strong decrease in *Tbl1xr1* KO NSCs both in basal condition and upon exogenous stimulation (100 μM glutamate) (Figure 4G). Notably, the general level of the protein was maintained (while the mRNA level was downregulated, Figure 4F), indicating that the alteration can be either subtle (and thus not detected in whole protein lysates) or recovered at post-transcriptional levels.

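*Mapk3* (ENSMUSG00000063065), which encodes ERK1, lies on chromosome 7 of mm9 from 133903115 to 133909333. Its normalized count was 2095 ± 152 (SD, n = 3) in the control libraries and 1417 ± 156 (SD, n = 3) in the libraries labelled Cre. Every library labelled Cre was below every control library. The log2 fold change was -0.57 (standard error 0.12, adjusted p = 0.0159 from limma with Benjamini-Hochberg adjustment). With the control libraries 1 and 1_1 averaged it was -0.59 with an adjusted p of 0.054. Without control replicate 1_1, control replicate 2 or KO replicate 2_2, the adjusted p was 0.0707, 0.0843 and 0.0809. Over all alternatives the log2 fold change ran from -0.63 to -0.48 and the adjusted p from 0.00428 to 0.0843. The protein was measured by Western blot in other samples, which were not analysed here.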

Then, we found that the genes downregulated in *Tbl1xr1* KO NSCs were enriched in E2F binding motifs near their promoters (−1,000 + 100 bp from the TSS) (Figure 4H, Supplementary Figure S4J, and Supplementary Table S5). 

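Promoters from 1000 bases upstream to 100 bases downstream of the transcription start site were read from the mm9 genome with the GENCODE M1 annotation, 1 per gene, which gave 12913 of the tested genes. Homer and its motif matrices were not used, and a match on either strand to GGCGGGAAR, the consensus given for E2F6 in Supplementary Table S5, stood in for them. Of the 1825 genes lower in the libraries labelled Cre at an unadjusted p-value under 0.05, 100 had a match, 5.48%. Of the 11088 other tested genes, 477 had one, 4.30% (odds ratio 1.29, Fisher's exact test, two-sided, p = 0.0276). With TTSGCGCGAAAA and up to 2 mismatches, the second consensus of the table, the shares were 6.79% and 4.48% (odds ratio 1.55 by Fisher's exact test, p = 4.34e-05). Against genes matched on the GC content of the promoter, the odds ratio was 1.31 (Fisher's exact test, p = 0.0408). The alternative that moved it most was the choice of the genes lower at an adjusted p-value under 0.05, with 6.98% of 731 genes against 4.32% (odds ratio 1.66 by Fisher's exact test, p = 0.0016). With the window from 100 bases upstream to 1000 bases downstream, the other reading of the methods, the odds ratio was 1.33 (Fisher's exact test, p = 0.00461). With the paper's own list of lower genes it was 1.38 (Fisher's exact test, p = 0.00761). Genes are not independent of each other, so these p-values describe the promoters of these lists.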

Importantly, genes encoding for these factors such as *E2f1* and *E2f2*, known as MAPK downstream effectors (Nikolai et al., 2016), were downregulated upon *Tbl1xr1* loss (Supplementary Figure S4K).

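*E2f1* (ENSMUSG00000027490) lies on chromosome 2 of mm9 from 154385143 to 154395628. Its normalized count was 471 ± 72.0 (SD, n = 3) in the control libraries and 203 ± 28.0 (SD, n = 3) in the libraries labelled Cre, a log2 fold change of -1.21 (standard error 0.17, adjusted p = 0.00144 from limma with Benjamini-Hochberg adjustment). It ran from -1.33 to -1.09 over all 15 alternatives and passed the adjusted threshold in each. *E2f2* (ENSMUSG00000018983) lies on chromosome 4 from 135728309 to 135751972. Its normalized count was 127 ± 23.1 (SD, n = 3) in control and 83.6 ± 8.54 (SD, n = 3) in the libraries labelled Cre, a log2 fold change of -0.59 (standard error 0.21, limma adjusted p = 0.0981, unadjusted p = 0.0153). It ran from -0.74 to -0.47 over all 15 alternatives and passed the adjusted threshold in none of them. For both genes every library labelled Cre was below every control library.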

NSCs *in vitro* proliferation relies on the external supply of mitogens, which eventually converge on MAPK cascade (Galli et al., 2003). Thus, we decreased the concentration of one of these factors (EGF) by 50% in the culture medium of both WT and KO cells. The reduced availability of EGF blunted the proliferative difference between the two genotypes, suggesting that the transduction of mitogen-activated cascade is affected by the loss of TBL1XR1 in NSCs (Figure 4I).

Altogether, these results suggest that depletion of TBL1XR1 affects directly and indirectly a number of important intracellular pathways. Among these, a prominent role is played by the MAPK pathway branch that is activated by external stimuli like mitogens. In fact, despite a de-repression of the upstream portion, the MAPK cascade results partially blocked leading to proliferation defects through the impairment of E2F transcription factors target network.

### MAPK Signaling Alteration Is a Differential Feature Between *TBL1XR1*-Associated Disorders

To investigate the effects of different disease-inducing *TBL1XR1* mutations, we designed a series of complementation experiments using *Tbl1xr1* KO NSCs and lentiviral constructs carrying either *Tbl1xr1* WT coding sequence or its mutated versions corresponding to the following human mutations: F10L (case of schizophrenia) (Nishi et al., 2017), G70N (West syndrome-like) (Saitsu et al., 2014), L282P (ASD) (O’Roak et al., 2012) and Y446C (Pierpont syndrome) (Pons et al., 2015; Figure 5A). All versions were expressed at supra-physiological levels in NSCs (Figure 5A). The *Tbl1xr1* WT form was able to restore the proliferation defects of KO NSCs as shown by (i) the growth curve (Supplementary Figures S5A,B), (ii) the dimension of the neurospheres, when the cells were cultures as free-floating in the media (Supplementary Figure S5B) and (iii) the quantification of the immunostaining for M-phase marker (Figure 5C and Supplementary Figure S5C). In addition, the tendency to differentiate faster in post-mitotic derivatives was counteracted by lentiviral mediated *Tbl1xr1* expression (Figure 5D and Supplementary Figure S5D). This suggests that the defects we reported are specifically due to TBL1XR1 absence and that a fast re-introduction of the factor completely reverts the phenotype. The different mutations we tested were all equally able to rescue both the proliferative capacity and the normal differentiation, except for F10L, which failed any recovery (Figures 5B–D and Supplementary Figure S5). Also, G70N displayed an incomplete reversion of neurosphere diameter (Supplementary Figure S5B) but showed a normal rate of proliferation and differentiation (Figures 5B–D and Supplementary Figure S5). This suggests that all the missense mutations considered, except F10L, do not rely on a loss-of-function mechanism. Conversely, the schizophrenia phenotype due to F10L mutation may be due, at least in part, by endophenotypes similar to those shown by the KO. It has been reported that F10L substitution increased the ability of TBL1XR1 in the transduction of Wnt signaling, while the association with NCOR complex seemed negatively affected (Nishi et al., 2017). We independently confirmed that, among the tested TBL1XR1 mutant forms, the F10L was the one with the greater affinity for βCATENIN (Figure 5E). Thus, our complementation experiment supports the hypothesis that the phenotype we observed in KO cells is due to an impairment of NCOR-related functions, rather than Wnt signaling.

**FIGURE 5:**
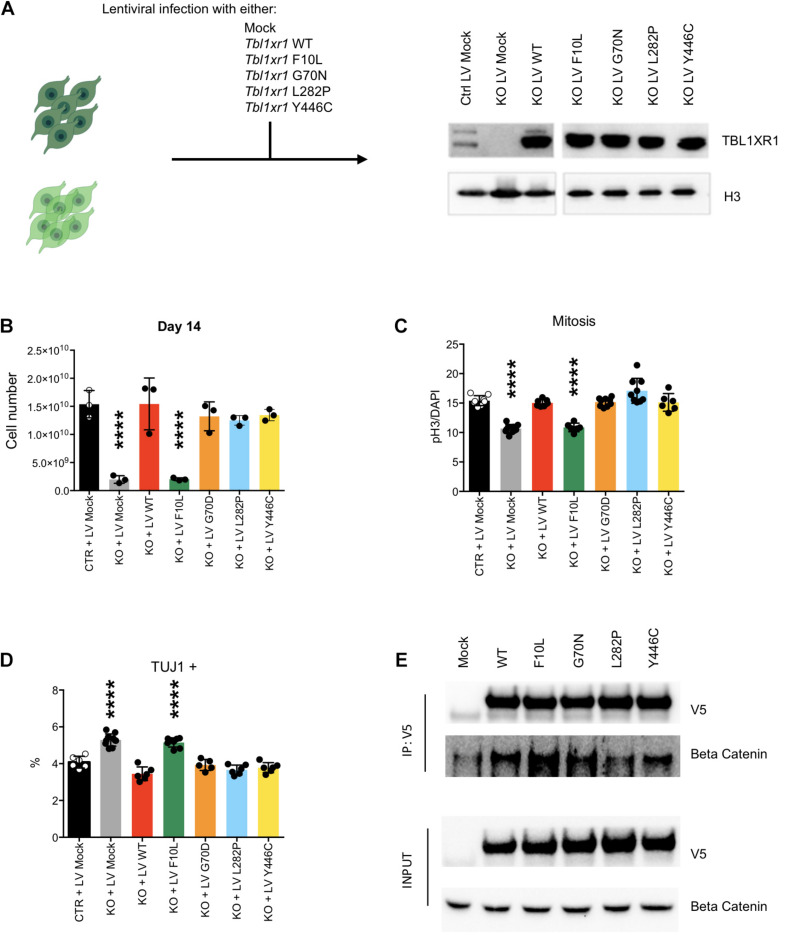
Complementation of *Tbl1xr1* KO neural stem cells. **(A)** Experimental design and Western blot analysis of whole protein lysates from the indicated NSCs for TBL1XR1 (H3 was used for normalization). **(B)** Final point (day 14) of growth curves of the indicated NSCs (see also Supplementary Figure S5A) (shown as mean + s.e.m. with dots representing individual samples): Ctrl + LV Mock vs.: KO + LV Mock ****p < 0.0001; KO + LV WT *p* > 0.9999; KO + LV F10L ****p < 0.0001; KO + LV G70D *p* = 0.7111; KO + LV L282P *p* = 0.4644; KO + LV Y446C *p* = 0.7894; one-way ANOVA with Dunnett’s multiple comparisons test. **(C)** Quantification of the immunocytochemistry for PH3 in the indicated NSCs (see also Supplementary Figure S5C) (shown as mean + s.e.m. with dots representing individual samples): Ctrl + LV Mock vs.: KO + LV Mock ****p < 0.0001; KO + LV WT *p* = 0.9710; KO + LV F10L ****p < 0.0001; KO + LV G70D *p* = 0.9960; KO + LV L282P *p* = 0.0556; KO + LV Y446C *p* = 0.9924; one-way ANOVA with Dunnett’s multiple comparisons test. **(D)** Quantification of the immunocytochemistry for TUJ1 in the indicated NSCs (shown as mean + s.e.m. with dots representing individual samples): Ctrl + LV Mock vs.: KO + LV Mock ****p < 0.0001; KO + LV WT *p* = 0.1075; KO + LV F10L ****p < 0.0001; KO + LV G70D *p* = 0.8997; KO + LV L282P *p* = 0.0789; KO + LV Y446C *p* = 0.3241; one-way ANOVA with Dunnett’s multiple comparisons test. **(E)** Western blot analysis of precipitated fraction and input of immune-precipitation experiment using the antibody against V5 tag that is fused to each Tbl1xr1 isoforms, for V5 and βCATENIN.

Collectively, these data suggest that within the complex mutational spectrum of the *TBL1XR1* gene, some genetic conditions (deletions and F10L) cause early neural defects due to dysregulation of MAPK cascade through the missing interaction with NCOR complex, while for other mutations (e.g., G70N, L282, and Y446C) other mechanisms must be considered.

## Discussion

In this study, we show that the genetic knock-out of *Tbl1xr1* in mice leads to behavioral impairments that, to a certain extent, are similar to those typical of human patients mutated in the same gene. We demonstrated that *Tbl1xr1* mutant brain exhibits morphological and functional alterations originated by an increased proliferation and delayed differentiation of neural stem cells of the embryonic brain. We found impairments in the NCOR1/HDAC containing complex, transcriptional gene alterations, and a deregulation in the MAPK signaling, which are all plausible mechanisms for the disorders associated with TBL1XR1 loss of function.

*TBL1XR1* mutations have been associated with neurological disorders presenting variegated manifestations that may include brain malformations, social difficulties, intellectual disability, developmental delay, learning disability, hearing loss, schizophrenia, and seizures (Kong et al., 2020). This large spectrum of phenotypes is somehow expected since TBL1XR1 may serve as cofactor for multiple functions, including the regulation of chromatin occupancy by NCOR complexes (Perissi et al., 2010), WNT signaling (Choi et al., 2011) and interaction between NCOR1/2 and MECP2 (Kruusvee et al., 2017). However, the precise function of TBL1XR1 in the processes at the basis of these phenotypes has been neither clarified nor experimentally modeled.

Here we show that animals with *Tbl1xr1* loss-of-function displayed behavioral abnormalities. These include motor coordination, memory skills, and social impairments, which are described at different levels in patients with TBL1XR1 deletions, missense mutation, and Pierpont syndrome (Vaqueiro et al., 2018; Kong et al., 2020). Of note, these phenotypes are also overlapping with some disorders due to either *NCOR1/2* or *HDAC3* mutations (Wang et al., 2016; Sajan et al., 2017; Sakaguchi et al., 2018; Iwama et al., 2019; Zhou et al., 2019). An interesting opportunity of comparison is also given by the existing animal models of TBL1XR1 interactors, namely mutants in *Ncor1/2*, *Hdac3*, and *Mecp2*. It is important to stress how neurological functions, including social and intellectual abilities, resulted indeed altered in these animals (Kong et al., 2020). In particular, our model presents memory and social impairment similar to the knock-in murine model carrying mutations in the deacetylase-activating domain of both NCOR1 and 2, that hinder their binding to HDAC3 (Zhou et al., 2019), supporting similarities between TBL1XR1, NCOR1, and NCOR2 loss-of-function. On the contrary, the two models present opposite results regarding anxiety and locomotor coordination (Zhou et al., 2019). However, our model appears different from *Ncor1/2* and *Hdac3 KO*. In particular, given the multifaceted nature of the TBL1XR1 factor, our model is not reflecting only the consequences of the loss of function of NCOR complexes. Indeed, TBL1XR1 is important for both NCOR1 and NCOR2 activity (leading to epigenetic repression) and for its dismissal (leading to gene activation) and consequently for the fine balance between these two processes. Therefore, the impairments found in our model likely depend from the different contexts of TBL1XR1 action (e.g., either the absence or presence of the ligand for nuclear receptors) in a time- and stage-dependent manner.

Here, we show that *Tbl1xr1* KO mice are microcephalic with hyperactive excitatory synapses. This may be due to different dynamics in neuronal maturation and circuit formation and/or homeostasis, even though a normal number of glutamatergic spines are present in the adult mutant neurons. Since we identified a peculiar pattern of spine development (low number at early stage, physiological number in the adult), it remains possible that the normal wiring processes of the cortical areas are altered during development of *Tbl1xr1* mutants, leading to the hyper-excitability once that the correct number of spines is restored. Further functional investigation will clarify in the future the exact role of TBL1XR1 in this respect.

We demonstrated a reduced proliferation of NSCs upon *Tbl1xr1* KO. The TBL1XR1-mediated regulation of both Wnt signaling and NCOR1 complex may contribute to the observed phenotype. Indeed, βCATENIN, of which TBL1XR1 is an interactor complementing its function as a transcription factor, positively regulates proliferation of neural precursors, particularly in embryonic stages (Oliva et al., 2018). Its upregulation leads to a dramatic tangential enlargement of the neural ectoderm (Chenn and Walsh, 2002; Marinaro et al., 2012). On the other hand, the inhibition of the canonical Wnt signaling leads to a diminished proliferation of early neural progenitors and premature differentiation/apoptosis (Holowacz et al., 2011; Bem et al., 2019), while in both late and adult neural stem cells the effect was the opposite (Hirabayashi et al., 2004; Kuwabara et al., 2009). However, our data obtained with embryonic mid-gestation NSCs do not univocally indicate an upregulation of the Wnt pathway. The NCOR1/2 complexes have been studied in the context of neural progenitor proliferation too (Jepsen et al., 2000, 2007; Hermanson et al., 2002). In *Ncor1* KO mice the cerebral cortex is mildly affected, with an apparent increase in neuronal differentiation at E14.5 (Jepsen et al., 2000). NSCs derived from *Ncor1*^–/–^ embryonic brain failed to form colonies, proliferated less *in vitro*, and differentiated under normal culture conditions (Hermanson et al., 2002). The same study suggested that the nuclear localization (hence the possibility to work as epigenetic modifier) is lost upon differentiation, once again supporting the importance of NCOR1 for the proliferative stage (Hermanson et al., 2002). *Ncor1* knock-down has been also used to decrease the proliferative capacity of GBM cell models, which are relatively similar to NSCs (Heldring et al., 2014). *Ncor2*^–/–^ suggested a role for NCOR2 as a regulator of NSC state counteracting Notch activity and retinoic acid-dependent differentiation (Jepsen et al., 2007). Our data support a role of NCOR1 activity for correct NSC proliferation, implying that *Tbl1xr1* and *Ncor1* loss-of-functions lead to convergent molecular dysfunctions and cellular phenotypes. This is further supported by the fact that F10L is the only *Tbl1xr1* mutation unable to restore the proliferative capability in KO NSCs. TBL1XR1 carrying the F10L substitution is known to have a reduced interaction with the NCOR complex, in favor of an enhanced interaction with βCATENIN (Nishi et al., 2017).

We propose that the TBL1XR1-mediated control of proliferation/differentiation dynamics is through NCOR1-mediated regulation of MAPK signaling. This is supported by the fact that *Ncor1* KO NSCs were irresponsive to FGF2, one of the external mitogens able to stimulate the MAPK cascade (Hermanson et al., 2002; Mossahebi-Mohammadi et al., 2020). It has also been shown that the loss of ERK1/2 activity is detrimental for hippocampal neural progenitors *in vivo* (Vithayathil et al., 2015), as occurs in mutant of FGF receptor mutants (Ohkubo et al., 2004). This mitogen-activated pathway is involved in cancer, including the proliferative capabilities of the most aggressive brain cancers as grade IV glioblastomas (Jimenez-Pascual and Siebzehnrubl, 2019). Gain-of-function mutations in the components of RAS/MAPK pathway have been causally connected with developmental disorders (RASopathies) that include Noonan, Cardio-facio-cutaneous, and Costello syndromes (Kim and Baek, 2019). Several neurological abnormalities including neuro-cognitive impairment, macrocephaly, and seizures characterize these diseases to different levels (Rauen, 2013). At least part of these phenotypes may be due to increased proliferation of mutant neural progenitors (Rooney et al., 2016; Pfeiffer et al., 2018; Kim and Baek, 2019). Conversely, the decreased MAPK signaling in *Tbl1xr1* KO cells may explain the tendency of these cells to differentiate, mimicking a condition of mitogen withdrawal in NSCs *in vitro* (Chojnacki and Weiss, 2008), explaining the microcephaly in both our model and human patients mutated in *TBL1XR1*. Notably, MAPK activity has also been associated with neurite outgrowth and, accordingly, *Tbl1xr1* KO neurons displayed a poorly developed dendritic tree.

We suggest that the F10L substitution in TBL1XR1 is the only mutation, among those studied here, to be similar to the TBL1XR1 loss-of-function. This is probably due to a decreased ability of TBL1XR1^*F*10L^ to interact with the NCOR complex (Nishi et al., 2017), leading to an aberrant MAPK regulation. This mutation was found as *de novo* in Japanese patients affected by sporadic cases of schizophrenia. Interestingly, albeit schizophrenia is a complex and heterogeneous disorder, analyses of expression variance within patients have associated this condition with the MAPK pathway (Igolkina et al., 2018). Moreover, several components of the cascade have been implicated in enhanced risk of SCZ (Xu et al., 2008).

In conclusion, we report for the first time both animal and cellular models to investigate the wide spectrum of neurological manifestations in TBL1XR1-associated disorders. We found behavioral, functional, and developmental impairments that are associated with deregulation of MAPK signaling in *Tbl1xr1* mutant mice. While further analyses will help clarify the exact impact of TBL1XR1 on adult brain functionality, our data shed new light on the molecular pathways at the crossroad of nuclear receptor activity, fundamental cellular and developmental programs, and neurological aspects of TBL1XR1-related human disorders.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Ethics Statement

The animal study was reviewed and approved by the OSR Institutional Animal Care and Use Committee, Ministerial Authorization IACUC#820.

## Author Contributions

GM, MZ, MM, FB, and GF performed and analyzed the experiments. LM and EB performed bioinformatic analyses. MI performed behavioral tests. AB helped in the data analysis and in manuscript preparation. ST supervised and performed, with NM, the electrophysiological analyses. MR and SH generated the *Tbl1xr1* flox mouse line. AS supervised the project, conceived, and designed the experiments, analyzed the data, provided with funding, and wrote the manuscript with input from the co-authors. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[B1] AzariH.RahmanM.SharififarS.ReynoldsB. A. (2010). Isolation and expansion of the adult mouse neural stem cells using the neurosphere assay. *J. Vis. Exp.* 45:2393. 10.3791/2393 21113123PMC3159587

[B2] BemJ.BrożkoN.ChakrabortyC.LipiecM. A.KozińskiK.NagalskiA. (2019). Wnt/β-catenin signaling in brain development and mental disorders: keeping TCF7L2 in mind. *FEBS Lett.* 593 1654–1674. 10.1002/1873-3468.13502 31218672PMC6772062

[B3] BorrellV. (2019). Recent advances in understanding neocortical development. *F1000Res* 8:F1000FacultyRev–1791. 10.12688/f1000research.20332.1 31681469PMC6816450

[B4] Castelo-BrancoG.LiljaT.WallenborgK.FalcaoA. M.MarquesS. C.GraciasA. (2014). Neural stem cell differentiation is dictated by distinct actions of nuclear receptor corepressors and histone deacetylases. *Stem Cell Reports* 3 502–515. 10.1016/j.stemcr.2014.07.008 25241747PMC4266002

[B5] ChennA.WalshC. A. (2002). Regulation of cerebral cortical size by control of cell cycle exit in neural precursors. *Science* 297 365–369. 10.1126/science.1074192 12130776

[B6] ChoiH. K.ChoiK. C.YooJ. Y.SongM.KoS. J.KimC. H. (2011). Reversible SUMOylation of TBL1-TBLR1 regulates beta-catenin-mediated Wnt signaling. *Mol. Cell* 43 203–216. 10.1016/j.molcel.2011.05.027 21777810

[B7] ChojnackiA.WeissS. (2008). Production of neurons, astrocytes and oligodendrocytes from mammalian CNS stem cells. *Nat. Protoc.* 3 935–940. 10.1038/nprot.2008.55 18536641

[B8] Clément-LacroixP.AiM.MorvanF.Roman-RomanS.VayssièreB.BellevilleC. (2005). Lrp5-independent activation of Wnt signaling by lithium chloride increases bone formation and bone mass in mice. *Proc. Natl. Acad. Sci. U.S.A.* 102 17406–17411. 10.1073/pnas.0505259102 16293698PMC1297659

[B9] ColomboE.GiannelliS. G.GalliR.TagliaficoE.ForoniC.TenediniE. (2006). Embryonic stem-derived versus somatic neural stem cells: a comparative analysis of their developmental potential and molecular phenotype. *Stem Cells* 24 825–834. 10.1634/stemcells.2005-0313 16339994

[B10] EbertD. H.GabelH. W.RobinsonN. D.KastanN. R.HuL. S.CohenS. (2013). Activity-dependent phosphorylation of MeCP2 threonine 308 regulates interaction with NCoR. *Nature* 499 341–345. 10.1038/nature12348 23770587PMC3922283

[B11] FerreiraT. A.BlackmanA. V.OyrerJ.JayabalS.ChungA. J.WattA. J. (2014). Neuronal morphometry directly from bitmap images. *Nat. Methods* 11 982–984. 10.1038/nmeth.3125 25264773PMC5271921

[B12] GalliR.GrittiA.BonfantiL.VescoviA. L. (2003). Neural stem cells: an overview. *Circ. Res.* 92 598–608. 10.1161/01.RES.0000065580.02404.F412676811

[B13] HeinenC. A.JongejanA.WatsonP. J.RedekerB.BoelenA.Boudzovitch-SurovtsevaO. (2016). A specific mutation in TBL1XR1 causes Pierpont syndrome. *J. Med. Genet.* 53 330–337. 10.1136/jmedgenet-2015-103233 26769062PMC4853543

[B14] HeldringN.NymanU.LönnerbergP.OnnestamS.HerlandA.HolmbergJ. (2014). NCoR controls glioblastoma tumor cell characteristics. *Neuro Oncol.* 16 241–249. 10.1093/neuonc/not214 24335696PMC3895387

[B15] HermansonO.JepsenK.RosenfeldM. G. (2002). N-CoR controls differentiation of neural stem cells into astrocytes. *Nature* 419 934–939. 10.1038/nature01156 12410313

[B16] HirabayashiY.ItohY.TabataH.NakajimaK.AkiyamaT.MasuyamaN. (2004). The Wnt/beta-catenin pathway directs neuronal differentiation of cortical neural precursor cells. *Development* 131 2791–2801. 10.1242/dev.01165 15142975

[B17] HolowaczT.HuelskenJ.DufortD.van der KooyD. (2011). Neural stem cells are increased after loss of β-catenin, but neural progenitors undergo cell death. *Eur. J. Neurosci.* 33 1366–1375. 10.1111/j.1460-9568.2011.07632.x 21375603

[B18] HuangD. W.ShermanB. T.LempickiR. A. (2009). Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. *Nucleic Acids Res.* 37 1–13. 10.1093/nar/gkn923 19033363PMC2615629

[B19] IemoloA.Montilla-PerezP.LaiI.-C.MengY.NolanS.WenJ. (2020). A cell type-specific expression map of NCoR1 and SMRT transcriptional co-repressors in the mouse brain. *J. Comp. Neurol.* 528 2218–2238. 10.1002/cne.24886 32072640PMC7368833

[B20] IgolkinaA. A.ArmoskusC.NewmanJ. R. B.EvgrafovO. V.McIntyreL. M.NuzhdinS. V. (2018). Analysis of gene expression variance in schizophrenia using structural equation modeling. *Front. Mol. Neurosci.* 11:192. 10.3389/fnmol.2018.00192 29942251PMC6004421

[B21] IshizukaT.LazarM. A. (2005). The nuclear receptor corepressor deacetylase activating domain is essential for repression by thyroid hormone receptor. *Mol. Endocrinol.* 19 1443–1451. 10.1210/me.2005-0009 15695367

[B22] IwamaK.MizuguchiT.TakeshitaE.NakagawaE.OkazakiT.NomuraY. (2019). Genetic landscape of Rett syndrome-like phenotypes revealed by whole exome sequencing. *J. Med. Genet.* 56 396–407. 10.1136/jmedgenet-2018-105775 30842224

[B23] JepsenK.HermansonO.OnamiT. M.GleibermanA. S.LunyakV.McEvillyR. J. (2000). Combinatorial roles of the nuclear receptor corepressor in transcription and development. *Cell* 102 753–763. 10.1016/s0092-8674(00)00064-711030619

[B24] JepsenK.SolumD.ZhouT.McEvillyR. J.KimH. J.GlassC. K. (2007). SMRT-mediated repression of an H3K27 demethylase in progression from neural stem cell to neuron. *Nature* 450 415–419. 10.1038/nature06270 17928865

[B25] Jimenez-PascualA.SiebzehnrublF. A. (2019). Fibroblast growth factor receptor functions in glioblastoma. *Cells* 8:715. 10.3390/cells8070715 31337028PMC6678715

[B26] KimY. E.BaekS. T. (2019). Neurodevelopmental aspects of RASopathies. *Mol. Cells* 42 441–447. 10.14348/molcells.2019.0037 31250618PMC6602148

[B27] KimD.PerteaG.TrapnellC.PimentelH.KelleyR.SalzbergS. L. (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome Biol.* 14 R36.10.1186/gb-2013-14-4-r36PMC405384423618408

[B28] KongY.ZhouW.SunZ. (2020). Nuclear receptor corepressors in intellectual disability and autism. *Mol. Psychiatry* 25 2220–2236. 10.1038/s41380-020-0667-y 32034290PMC7842082

[B29] KruusveeV.LystM. J.TaylorC.TarnauskaitėŽBirdA. P.CookA. G. (2017). Structure of the MeCP2-TBLR1 complex reveals a molecular basis for Rett syndrome and related disorders. *Proc. Natl. Acad. Sci. U.S.A.* 114 E3243–E3250. 10.1073/pnas.1700731114 28348241PMC5402415

[B30] KuwabaraT.HsiehJ.MuotriA.YeoG.WarashinaM.LieD. C. (2009). Wnt-mediated activation of NeuroD1 and retro-elements during adult neurogenesis. *Nat. Neurosci.* 12 1097–1105. 10.1038/nn.2360 19701198PMC2764260

[B31] LaskowskiR. A.TyagiN.JohnsonD.JossS.KinningE.McWilliamC. (2016). Integrating population variation and protein structural analysis to improve clinical interpretation of missense variation: application to the WD40 domain. *Hum. Mol. Genet.* 25 927–935. 10.1093/hmg/ddv625 26740553PMC4754046

[B32] LeoL. M.Almeida-CorrêaS.CanettiC. A.AmaralO. B.BozzaF. A.PamplonaF. A. (2014). Age-dependent relevance of endogenous 5-lipoxygenase derivatives in anxiety-like behavior in mice. *PLoS One* 9:e85009. 10.1371/journal.pone.0085009 24416334PMC3885659

[B33] LiJ.WangC. Y. (2008). TBL1-TBLR1 and beta-catenin recruit each other to Wnt target-gene promoter for transcription activation and oncogenesis. *Nat. Cell Biol.* 10 160–169. 10.1038/ncb1684 18193033

[B34] LiJ. Y.DanielsG.WangJ.ZhangX. (2015). TBL1XR1 in physiological and pathological states. *Am. J. Clin. Exp. Urol.* 3 13–23.26069883PMC4446378

[B35] LoveM. I.HuberW.AndersS. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15:550. 10.1186/s13059-014-0550-8 25516281PMC4302049

[B36] LystM. J.EkiertR.EbertD. H.MerusiC.NowakJ.SelfridgeJ. (2013). Rett syndrome mutations abolish the interaction of MeCP2 with the NCoR/SMRT co-repressor. *Nat. Neurosci.* 16 898–902. 10.1038/nn.3434 23770565PMC3786392

[B37] MacDonaldB. T.TamaiK.HeX. (2009). Wnt/beta-catenin signaling: components, mechanisms, and diseases. *Dev. Cell* 17 9–26. 10.1016/j.devcel.2009.06.016 19619488PMC2861485

[B38] MarinaroC.PanneseM.WeinandyF.SessaA.BergamaschiA.TaketoM. M. (2012). Wnt signaling has opposing roles in the developing and the adult brain that are modulated by Hipk1. *Cereb. Cortex* 22 2415–2427. 10.1093/cercor/bhr320 22095214

[B39] Martins-NevesS. R.Paiva-OliveiraD. I.Fontes-RibeiroC.BovéeJ. V. M. G.Cleton-JansenA. M.GomesC. M. F. (2018). IWR-1, a tankyrase inhibitor, attenuates Wnt/β-catenin signaling in cancer stem-like cells and inhibits in vivo the growth of a subcutaneous human osteosarcoma xenograft. *Cancer Lett.* 414 1–15. 10.1016/j.canlet.2017.11.004 29126913

[B40] Mossahebi-MohammadiM.QuanM.ZhangJ. S.LiX. (2020). FGF signaling pathway: a Key regulator of stem cell pluripotency. *Front. Cell Dev. Biol.* 8:79. 10.3389/fcell.2020.00079 32133359PMC7040165

[B41] NikolaiB. C.LanzR. B.YorkB.DasguptaS.MitsiadesN.CreightonC. J. (2016). HER2 signaling drives DNA anabolism and proliferation through SRC-3 phosphorylation and E2F1-regulated genes. *Cancer Res.* 76 1463–1475. 10.1158/0008-5472.CAN-15-2383 26833126PMC4794399

[B42] NishiA.NumataS.TajimaA.ZhuX.ItoK.SaitoA. (2017). De novo non-synonymous TBL1XR1 mutation alters Wnt signaling activity. *Sci. Rep.* 7:2887. 10.1038/s41598-017-02792-z 28588275PMC5460159

[B43] O’RoakB. J.VivesL.FuW.EgertsonJ. D.StanawayI. B.PhelpsI. G. (2012). Multiplex targeted sequencing identifies recurrently mutated genes in autism spectrum disorders. *Science* 338 1619–1622. 10.1126/science.1227764 23160955PMC3528801

[B44] OhkuboY.UchidaA. O.ShinD.PartanenJ.VaccarinoF. M. (2004). Fibroblast growth factor receptor 1 is required for the proliferation of hippocampal progenitor cells and for hippocampal growth in mouse. *J. Neurosci.* 24 6057–6069. 10.1523/JNEUROSCI.1140-04.2004 15240797PMC6729672

[B45] OlivaC. A.Montecinos-OlivaC.InestrosaN. C. (2018). Wnt signaling in the central nervous system: new insights in health and disease. *Prog. Mol. Biol. Transl. Sci.* 153 81–130. 10.1016/bs.pmbts.2017.11.018 29389523

[B46] PapaleA.d’IsaR.MennaE.CerovicM.SolariN.HardinghamN. (2017). Severe intellectual disability and enhanced gamma-aminobutyric acidergic synaptogenesis in a novel model of rare RASopathies. *Biol. Psychiatry* 81 179–192. 10.1016/j.biopsych.2016.06.016 27587266

[B47] PerissiV.AggarwalA.GlassC. K.RoseD. W.RosenfeldM. G. (2004). A corepressor/coactivator exchange complex required for transcriptional activation by nuclear receptors and other regulated transcription factors. *Cell* 116 511–526. 10.1016/s0092-8674(04)00133-314980219

[B48] PerissiV.ScafoglioC.ZhangJ.OhgiK. A.RoseD. W.GlassC. K. (2008). TBL1 and TBLR1 phosphorylation on regulated gene promoters overcomes dual CtBP and NCoR/SMRT transcriptional repression checkpoints. *Mol. Cell* 29 755–766. 10.1016/j.molcel.2008.01.020 18374649PMC2364611

[B49] PerissiV.JepsenK.GlassC. K.RosenfeldM. G. (2010). Deconstructing repression: evolving models of co-repressor action. *Nat. Rev. Genet.* 11 109–123. 10.1038/nrg2736 20084085

[B50] PfeifferV.GötzR.CamareroG.HeinsenH.BlumR.RappU. R. (2018). Impaired neuronal maturation of hippocampal neural progenitor cells in mice lacking CRAF. *PLoS One* 13:e0192067. 10.1371/journal.pone.0192067 29590115PMC5873938

[B51] PonsL.CordierM. P.LabalmeA.TillM.LouvrierC.Schluth-BolardC. (2015). A new syndrome of intellectual disability with dysmorphism due to TBL1XR1 deletion. *Am. J. Med. Genet. A.* 167A 164–168. 10.1002/ajmg.a.36759 25425123

[B52] RauenK. A. (2013). The RASopathies. *Annu. Rev. Genomics Hum. Genet.* 14 355–369. 10.1146/annurev-genom-091212-153523 23875798PMC4115674

[B53] RiehmerV.ErgerF.HerkenrathP.SelandS.JackelsM.WiaterA. (2017). A heritable microduplication encompassing TBL1XR1 causes a genomic sister-disorder for the 3q26.32 microdeletion syndrome. *Am. J. Med. Genet. A.* 173 2132–2138. 10.1002/ajmg.a.38285 28574232

[B54] RohmM.SommerfeldA.StrzodaD.JonesA.SijmonsmaT. P.RudofskyG. (2013). Transcriptional cofactor TBLR1 controls lipid mobilization in white adipose tissue. *Cell Metab.* 17 575–585. 10.1016/j.cmet.2013.02.010 23499424

[B55] RooneyG. E.GoodwinA. F.DepeilleP.SharirA.SchofieldC. M.YehE. (2016). Human iPS cell-derived neurons uncover the impact of increased Ras signaling in costello syndrome. *J. Neurosci.* 36 142–152. 10.1523/JNEUROSCI.1547-15.2016 26740656PMC4701956

[B56] SaitsuH.TohyamaJ.WalshT.KatoM.KobayashiY.LeeM. (2014). A girl with West syndrome and autistic features harboring a de novo TBL1XR1 mutation. *J. Hum. Genet.* 59 581–583. 10.1038/jhg.2014.71 25102098

[B57] SajanS. A.JhangianiS. N.MuznyD. M.GibbsR. A.LupskiJ. R.GlazeD. G. (2017). Enrichment of mutations in chromatin regulators in people with Rett syndrome lacking mutations in MECP2. *Genet. Med.* 19 13–19. 10.1038/gim.2016.42 27171548PMC5107176

[B58] SakaguchiY.UeharaT.SuzukiH.SakamotoY.FujiwaraM.KosakiK. (2018). Haploinsufficiency of NCOR1 associated with autism spectrum disorder, scoliosis, and abnormal palatogenesis. *Am. J. Med. Genet. A.* 176 2466–2469. 10.1002/ajmg.a.40354 30289594

[B59] SilvermanJ. L.YangM.LordC.CrawleyJ. N. (2010). Behavioural phenotyping assays for mouse models of autism. *Nat. Rev. Neurosci.* 11 490–502. 10.1038/nrn2851 20559336PMC3087436

[B60] SessaA.FagnocchiL.MastrototaroG.MassiminoL.ZaghiM.IndrigoM. (2019). SETD5 Regulates Chromatin Methylation State and Preserves Global Transcriptional Fidelity during Brain Development and Neuronal Wiring. *Neuron*, 104 271–289. 10.1016/j.neuron.2019.07.013 31515109

[B61] StessmanH. A.XiongB.CoeB. P.WangT.HoekzemaK.FenckovaM. (2017). Targeted sequencing identifies 91 neurodevelopmental-disorder risk genes with autism and developmental-disability biases. *Nat. Genet.* 49 515–526. 10.1038/ng.3792 28191889PMC5374041

[B62] SunZ.XuY. (2020). Nuclear Receptor Coactivators (NCOAs) and Corepressors (NCORs) in the Brain. *Endocrinology* 161 1–12. 10.1210/endocr/bqaa083 32449767PMC7351129

[B63] ThaparA.CooperM.RutterM. (2017). Neurodevelopmental disorders. *Lancet Psychiatry* 4 339–346. 10.1016/S2215-0366(16)30376-527979720

[B64] VaqueiroA. C.de OliveiraC. P.CordobaM. S.VersianiB. R.de CarvalhoC. X.Alves RodriguesP. G. (2018). Expanding the spectrum of TBL1XR1 deletion: report of a patient with brain and cardiac malformations. *Eur. J. Med. Genet.* 61 29–33. 10.1016/j.ejmg.2017.10.008 29038029

[B65] VithayathilJ.PucilowskaJ.GoodnoughL. H.AtitR. P.LandrethG. E. (2015). Dentate Gyrus development requires ERK activity to maintain progenitor population and MAPK pathway feedback regulation. *J. Neurosci.* 35 6836–6848. 10.1523/JNEUROSCI.4196-14.2015 25926459PMC4412899

[B66] WangT.GuoH.XiongB.StessmanH. A.WuH.CoeB. P. (2016). De novo genic mutations among a Chinese autism spectrum disorder cohort. *Nat Commun.* 7:13316. 10.1038/ncomms13316 27824329PMC5105161

[B67] YoonH. G.ChanD. W.HuangZ. Q.LiJ.FondellJ. D.QinJ. (2003). Purification and functional characterization of the human N-CoR complex: the roles of HDAC3, TBL1 and TBLR1. *EMBO J.* 22 1336–1346. 10.1093/emboj/cdg120 12628926PMC151047

[B68] YoonH. G.ChoiY.ColeP. A.WongJ. (2005). Reading and function of a histone code involved in targeting corepressor complexes for repression. *Mol. Cell Biol.* 25 324–335. 10.1128/MCB.25.1.324-335.2005 15601853PMC538779

[B69] XuB.RoosJ. L.LevyS.van RensburgE. J.GogosJ. A.KarayiorgouM. (2008). Strong association of de novo copy number mutations with sporadic schizophrenia. *Nat. Genet.* 40 880–885. 10.1038/ng.162 18511947

[B70] ZhouW.HeY.RehmanA. U.KongY.HongS.DingG. (2019). Loss of function of NCOR1 and NCOR2 impairs memory through a novel GABAergic hypothalamus-CA3 projection. *Nat. Neurosci.* 22 205–217. 10.1038/s41593-018-0311-1 30664766PMC6361549

[B71] ZhuangQ.LiW.BendaC.HuangZ.AhmedT.LiuP. (2018). NCoR/SMRT co-repressors cooperate with c-MYC to create an epigenetic barrier to somatic cell reprogramming. *Nat. Cell Biol.* 20 400–412. 10.1038/s41556-018-0047-x 29531310

How the deposited data were processed for this re-analysis (not part of the article)

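RNA-seq values of 6 libraries of neural stem cells were analysed, 3 from cells infected with a lentivirus carrying GFP only (control replicates 1, 1_1 and 2) and 3 from cells infected with Cre-GFP (KO replicates 2, 2_2 and 3, called the libraries labelled Cre). Samples were mapped to groups from the sample labels and the paper's description of the viruses. The authors prepared the libraries and aligned the reads to the mouse genome with TopHat, with mm9 and mm10 both named in the methods, and used DESeq2 for differential expression. The text of the paper does not name the read counter, the use of strand or the annotation version.

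The values the authors deposited per gene and library are normalized counts, a signal obtained by dividing the read count of each gene by 1 size factor per library. The deposited table also holds the authors' log2 fold changes, which are drawn towards 0 at low counts, with their standard errors and test statistics as a score per gene, and the authors' p-values and adjusted p-values from DESeq2's Wald test. Of the authors' own comparison, only counts of genes and the values of single genes are given, each named as from the authors' deposited table. The table has 53379 genes, of which 873 have no gene name and 1 has no value in 1 library and was left out. No column of per-sample values was left unused.

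The value of 1 read in each library was found from its lowest normalized counts. With it, 100% of the values came out as whole numbers of reads, to within 6.8e-05 of a whole number. The recovered totals ran from 7510615 to 14828100 reads per library, with medians of 7762821 in control and 12210170 in the libraries labelled Cre. Intervals of shares are exact 95% Clopper-Pearson intervals and cover counting error only. A gene at or under 3 reads in every library of a group was treated as at the floor there, and its fold change is given as a bound.

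Tests used limma 3.58.1 in R 4.3.3, with lmFit and eBayes with a trend on log2(normalized count + 1), for the 14840 genes with a mean normalized count of at least 10, and Benjamini-Hochberg adjustment with a threshold of 0.05. The test had been chosen before the data were examined because the values are not raw counts. The alternatives, also set before the data were examined, were edgeR 4.0.16 (quasi-likelihood test with TMM) and DESeq2 1.42.0 on the recovered reads, pseudocounts of 0.5 and 5, no filter on low genes, a mean of at least 50, TMM scaling, scaling to the total count, averaging the control libraries 1 and 1_1, an adjusted p-value under 0.1, and leaving out each of the 6 libraries in turn. Averaging KO libraries 2 and 2_2 was added after the data were seen, and ranges over all alternatives do not include it. An adjusted p-value that DESeq2 did not give was left out of its counts. Both edgeR on the recovered reads, with 1483 genes at an adjusted p-value under 0.05, and DESeq2, with 1755, were alternatives and not the main test.

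Gene lists were tested with camera at a correlation of 0.01, with fry and with camera's estimated correlation as alternatives, and adjusted over 9 lists. These were the Wnt list of Supplementary Table S3, the KEGG MAPK list and the whole MAPK list of Supplementary Table S4, lists of markers of neurons, astrocytes, oligodendrocyte lineage and neural stem cells written before the data were examined, and the S phase and G2/M lists of Seurat. The use of Seurat's lists was fixed before the data were examined, but their member genes were written out from memory afterwards and not read from the package. Human symbols were matched to mouse genes by name. The levels of Figure 4F were tested with fry, although the paper chose part of their genes on the same libraries. Single genes named in the text were those the paper names for these data, the genes of Figure 4F past an adjusted p-value of 0.05, *Mcm2* to *Mcm7*, *Tubb3*, *S100b*, *Axin2*, *Ctnnb1*, *Ncor1* and *Hdac3*, and the 3 largest changes in each direction among genes past the threshold with a mean of at least 50 and no overlap between the groups. Other genes are said to have been named after their values were seen.

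Promoters and coordinates were taken from the mm9 genome with the GENCODE M1 annotation, read with Python 3.11.15 and pyfaidx 0.9.0.4, with Fisher's exact test from scipy 1.17.1. The values themselves carry gene identifiers and no coordinates. Figures were drawn with matplotlib 3.10.9. The tests were tested on simulated counts for 14840 genes with 200 changed 2-fold. limma recovered 78.5% of the changed genes, edgeR 77.5% and DESeq2 67.5%. Of 100 unchanged simulated lists, 1 had a p-value under 0.05 with camera and 7 with fry. The simulated genes had a single dispersion of 0.02 and were independent of each other. The simulation therefore cannot show how the list tests behave when the genes of a list are correlated. Homer, the GO terms and the published ChIP-seq data were not used here, and the proportions of exon 5 reads were not analysed here.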

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

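The tests of this part were chosen after the result was seen. *Ptprk* (chromosome 10 of mm9, from 27794626 to 28317203), which the paper does not discuss, had 1, 2 and 1 reads in control replicates 1, 1_1 and 2, and 261, 238 and 175 reads in KO replicates 2, 2_2 and 3. Its mean normalized count in the libraries labelled Cre was 181 ± 24.1 (SD, n = 3), at least 48.7-fold above control, a signal outside the genes the paper discusses and above the level of the control libraries. It was 1 of 5 genes with no more than 3 reads in every library of one group and at least 50 normalized counts in every library of the other. The other 4 went the opposite way. *Six3os1*, *Cnpy1*, *Fndc3c1* and *En2* were at least 665-fold, 248-fold, 180.3-fold and 132-fold lower in the libraries labelled Cre, where none had more than 3 reads. *Fndc3c1* and *En2* were named after their values were seen.

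A difference in depth between the groups is argued against by the thinned libraries. With every library thinned to the depth of the shallowest, the fewest reads of any of the 5 genes in a library of the group that has it was 118. Loss of 1 chromosomal region is argued against by the positions of the genes, which lie on 4 chromosomes (5, 10, 17 and X), with *Cnpy1* and *En2* both on chromosome 5. Different founder cells of the cultures remain open. A pair of libraries of 1 group had on average 0.333 genes that were at or under 3 reads in one and at 50 or more in the other, and a pair of libraries of different groups had 10.1. Both an effect of the deletion and cultures of different origin, for example from another embryo or brain region, would give this pattern, so these explanations cannot be told apart with 1 virus per group and no statement in the text of the embryo each culture came from. The share of reads from other cells and strain variants were not tested. Reads shared between *Six3os1* and its neighbour *Six3* are uncertain because the strand setting of the counting is not stated. Their nearly equal counts in control leave open that the signal of *Six3os1* is that of *Six3*. The effect of the deletion stays open and was not tested on its own.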

How the results depend on the processing

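Averaging KO libraries 2 and 2_2 was chosen after the data were seen, and the other alternatives were set before. Of the results set before the data were examined, *E2f1* (from -1.33 to -1.09) passed the adjusted threshold under all 15 alternatives, and *Tbl1x* (from 0.29 to 0.34) and *E2f2* (from -0.74 to -0.47) kept their direction and passed it under none. The fry values of Figure 4F (adjusted p from 0.00246 to 0.024 for the upper and from 0.00202 to 0.0177 for the lower levels) stayed under 0.05 in the 14 alternatives that give one, and DESeq2 gives none. They are no independent evidence, since the paper chose part of the genes on these libraries. The odds ratio of the E2F motif ran from 1.31 to 1.66 over 5 alternatives, each with a p-value under 0.05. The number of genes at an unadjusted p-value under 0.05 ran from 2754 to 4752. The Wnt, KEGG MAPK, whole MAPK, neuron and neural stem cell lists passed under no alternative, with the lowest adjusted p at 0.173 for Wnt with fry. The median log2 fold change of all genes stayed within 0.02 of 0 under every alternative.

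The number of genes at an adjusted p-value under 0.05, 1478, ran from 558 (without control replicate 1) to 2396 (without KO replicate 2) across the 6 fits that each left out 1 library. It was 704 without control replicate 1_1, 643 without control replicate 2 and 724 without KO replicate 2_2. With the control libraries 1 and 1_1 averaged it was 660, where fewer samples enter the test, and at an adjusted p-value under 0.1 it was 2380 by construction. The share of the paper's genes that passed, 41.9%, was 49.8% with DESeq2, 38.1% at a mean of at least 50, where fewer genes are tested, 39.7% with total count scaling and 18.8% with the averaged libraries. It ran from 15.9% (without control replicate 1) to 59.4% (without KO replicate 2) with 1 library left out. With KO libraries 2 and 2_2 averaged, 1474 genes and 41.65% of the paper's genes passed, no result set before the data were examined changed its side of the threshold or direction, and of the 30 other named genes 1 was weaker (*Mcm7*) and 1 stronger (*Mcm6*). Why KO replicate 2 raises these counts when left out was not tested.

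The log2 fold change of *Tbl1xr1* passed with DESeq2 (0.4518, adjusted p = 0.0398) and without KO replicate 3 (0.55, adjusted p = 0.0234), and ran from 0.36 to 0.55 with 1 library left out, with adjusted p from 0.0234 to 0.211 over all alternatives. That of *Mapk3* no longer passed with the averaged libraries (-0.59, adjusted p = 0.054) and ran from -0.63 to -0.48 with 1 library left out, with adjusted p from 0.00428 to 0.0843 over all alternatives. Of the genes of Figure 4F, 7 to 16 passed with 1 library left out, 7 of them without control replicate 1 and 7 without control replicate 2. With camera's estimated correlation, the S phase, G2/M, astrocyte and oligodendrocyte lists had adjusted p-values of 0.0732, 0.306, 0.0914 and 0.0914. Except where fewer samples or genes entered the test, the cause was not tested.

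Directions that reversed belonged to results that passed no threshold. The neuron markers turned higher with edgeR (adjusted p = 0.662), DESeq2 (0.645), a mean of at least 50 (0.927) and fry (0.4697). With 1 library left out their adjusted p ran from 0.814 to 0.981, and they turned higher without control replicate 2 or KO replicate 2. The KEGG MAPK list turned higher at a mean of at least 50 (0.927). The adjusted p of the neural stem cell markers ran from 0.781 to 0.981 with 1 library left out and turned higher without control replicate 2 or KO replicate 3. With the averaged libraries the log2 fold changes of *Tubb3* and *Hdac3* were -0.1251 and 0.02033. With 1 library left out, *Tubb3* ran from -0.37 to 0.80, *Ncor1* from -0.02084 to 0.09052 and *Hdac3* from -0.1805 to 0.04112. The cause was not tested. Of 30 other named genes, 15 changed their side of the threshold or direction under at least 1 alternative, 10 of them outside the fits that left out 1 library. These were 56 values, 45 weaker, 3 stronger and 8 reversed, and 44 of them came from fits with 1 library left out.

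No paired analysis was possible because the groups share only 1 replicate number, 2, and the paper does not say that it marks a shared culture. The deviations of the libraries with that number from their group means had a correlation of 0.0649 across genes. *Mecom* gives no value at a mean of at least 50. Depth limits the genes at the floor, such as *Mecom* and *Ptprk* in control, to bounds.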

Differences from the paper's values

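The tests of this part were set before the data were examined, and the values of the paper to compare were listed afterwards. The paper reports 1,755 upregulated genes, and 704 genes were higher in the libraries labelled Cre at an adjusted p-value under 0.05. Of the alternatives set before the data were examined, leaving out KO replicate 2 gave 1188 genes, within 1.5 times the paper's number, and none of the others did, the largest of them being 1132 at an adjusted p-value under 0.1. The paper reports 1,754 downregulated genes, and 774 were lower. Leaving out KO replicate 2 gave 1208 and an adjusted p-value under 0.1 gave 1248, both within 1.5 times the paper's number, and the other alternatives set before the data were examined did not. At an unadjusted p-value under 0.05 the numbers were 1813 and 1965, which do not differ from the paper's by that measure, here or under any alternative set before the data were examined. The authors' deposited table has 1762 higher and 1758 lower genes at an unadjusted p-value under 0.05, and 829 and 861 at an adjusted p-value under 0.05.

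The paper's qPCR shows *Tbl1xr1* mRNA in KO cells at about 0.06 of control in Fig. 3A, read by eye. The ratio of the mean normalized counts over the whole gene was 1.36, and none of the alternatives set before the data were examined closed the gap. Supplementary Table S1 lists primers for exon 5, for exons 5 and 6 and for exons 3 and 4, the text does not say which of them Fig. 3A shows, and the counts here are over the whole gene. The cause of the difference was not tested.

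The paper states that genes of neuron differentiation, and of the Wnt and MAPK pathways, were upregulated. The neuron markers used here went both ways (camera adjusted p = 0.861, from 0.4697 to 0.981 over all alternatives). Only 8 of the 15 listed passed the filter on counts, which limits this comparison. *Tubb3* had a log2 fold change of 0.15 with a limma adjusted p of 0.898. The Wnt list (camera adjusted p = 0.861) and the KEGG MAPK list (0.861) showed no detectable shift in 1 direction under any alternative. Higher and lower genes cancel in such a test, so it does not contest an excess of higher genes in a list. At an unadjusted p-value under 0.05, 20 of 114 Wnt genes and 31 of 190 KEGG MAPK genes were higher, against 1813 of all 14840. Over-representation was not tested. The neuron, Wnt and KEGG MAPK lists are other lists than the paper's GO terms. The paper states that *Tbl1x* was upregulated and *E2f2* downregulated. The log2 fold changes were 0.32 and -0.59, with adjusted p-values of 0.0847 and 0.0981, and neither passed an adjusted p-value of 0.05 under any of the alternatives, while both passed an unadjusted p-value of 0.05 (0.0121 and 0.0153). Figure 4F colours 28 genes as significant, and 13 of them passed an adjusted p-value of 0.05. Between 7 and 16 of the drawn genes passed over all alternatives. The adjusted p-value of *Tbl1xr1* was 0.06 here and is 0.0365 in the authors' deposited table. With DESeq2 on the recovered reads it was 0.0398 and without KO replicate 3 it was 0.0234, in a range from 0.0234 to 0.211 over all alternatives.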

Other observations

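The tests of exchanged labels, of the Y chromosome genes and of the motif in higher genes were chosen after the result was seen. The 6 libraries can be split into 2 groups of 3 in 10 ways, so no share under 0.1 can arise. Of the 10 splits, 1 (the real one) gave as many genes at an adjusted p-value under 0.05, and the other 9 gave 0 genes. At an unadjusted p-value under 0.05 also only 1 gave as many, 3778 genes, and the other splits gave between 143 and 1255. A result as strong came from 1 of the 10 splits for the S phase genes, 1 for the astrocyte markers, 1 for the oligodendrocyte lineage markers, 1 for the upper levels of Figure 4F and 1 for the lower levels. The genes of Figure 4F were in part chosen by the paper on the real split, so their splits decide nothing. For the S phase genes the camera p-value was 7.72e-14 in the real split and from 2.03e-06 to 0.0753 in the other 9, of which 8 were under 0.05. For the astrocyte markers it was 3.52e-06 and from 0.0101 to 0.358, with 5 under 0.05, and for the oligodendrocyte lineage markers 0.00144 and from 0.00549 to 0.51, with 3 under 0.05. Every other split still sets 2 libraries of one real group against 2 of the other and so keeps part of the real difference. Whether the small p-values of these splits come from that part or from correlation within each list was not tested. They therefore decide nothing for or against the real groups. For the G2/M genes 2 of the 10 splits gave as small a p-value. The second (4.65e-06, against 5.14e-06 for the real split) set control replicates 1 and 1_1 and KO replicate 2 against the other libraries, and 5 of the other 9 were under 0.05. For the KEGG MAPK list 8 of the 10 splits gave as small a p-value, for the whole MAPK list 3, for the Wnt list 4, for the neuron markers 8 and for the neural stem cell markers 9.

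The mRNA of *Tbl1xr1* was higher in the libraries labelled Cre, with a log2 fold change of 0.4458 and every library labelled Cre above every control library. Transcripts that lack exon 5 may still be counted, since the exon is 2.74% of the transcript, and its loss alone would remove few reads. The 223 bases of the exon are no multiple of 3, so its loss shifts the reading frame, and decay of the transcript, which was not tested, could lower the count further. Both would lower the count, so neither accounts for the sign. An exchange of the labels of the groups would give the measured sign, and it stays open because counts over whole genes do not read exon 5 on its own. Every direction given for these libraries rests on the labels. The S phase genes were lower in the libraries labelled Cre, and the paper reports less proliferation of KO cells, which is the direction the labels as given would need, but that comparison rests on the paper's other experiments. The reads on exon 5 were not analysed here. A response of the gene to the loss of its protein was not tested.

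*Xist* had 62.4 ± 5.82 (SD, n = 3) normalized counts in control and 4.5 ± 1.66 (SD, n = 3) in the libraries labelled Cre, a log2 fold change of -3.58 (adjusted p = 0.000342), and *Tsix*, whose reads overlap it on the other strand, -3.37 (adjusted p = 0.00846). Both are uncertain where the counting ignored strand, and both were named after their values were seen. If the control cultures held more female cells, genes of the Y chromosome would be higher in the libraries labelled Cre. Their median log2 fold change was 0.28, with *Kdm5d* at 0.10, *Ddx3y* at 0.09, *Uty* at 0.46 and *Eif2s3y* at 0.61, of which *Eif2s3y* passed (adjusted p = 0.0282). Since the genes did not move alike and a small share of female cells would stay hidden in them, a mixture of female cells and an effect of the deletion on *Xist* cannot be told apart. The sex of the embryos was not tested.

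The 22 tested genes of the Pcdhg cluster had nearly the same values, with log2 fold changes from 0.52 to 0.56, all at an unadjusted p-value under 0.05 and 0 at an adjusted one. The SD of the log2 fold changes of the *Pcdhga* and *Pcdhgb* genes was 0.00867, against 0.663 for the *Pcdhb* genes, a ratio of 0.0131. The 11 tested *Pcdha* genes were also nearly alike, with an SD of 0.00961. In the GENCODE M1 annotation only the entry *Pcdhgc5* of the Pcdhg cluster was read. All 10 of its transcripts share an exon on chromosome 18 of mm9 from 37992919 to 37993007. Of the 22 *Pcdhb* genes, 0 share one. Transcripts of 1 entry and separate genes are unlike units, so these counts do not show that the genes of the cluster share the exon. A candidate explanation is that reads of the shared 3′ exons were counted for each gene of the cluster, so that the cluster carries 1 measurement and not 22. For the term of cell-cell adhesion the paper counts 61 genes. The copy of its list used here holds 49, of which 21 are of this cluster. A change of the cluster as a whole in the libraries labelled Cre stays open and was not tested.

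GC content and gene length were taken out of each library's log2 values for 11792 genes, including all 43 S phase genes. The camera p-value of the S phase list was 2.44e-13 before and 1.66e-14 after, with a median log2 fold change of -0.52 before and -0.53 after, so these trends are argued against as its whole cause. The control libraries were shallower than the libraries labelled Cre. With every library thinned to the depth of the shallowest, 1362 genes passed an adjusted p-value under 0.05, 670 higher and 692 lower, and 1297 of them were among those at full depth, which argues against depth as the whole cause of the number of genes. Differences between cultures, such as their density or passage, were not tested.

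The paper reports lower NCOR1 and HDAC3 protein in mutants. The mRNA of *Ncor1* (log2 fold change 0.03, adjusted p = 0.896) and *Hdac3* (-0.05, adjusted p = 0.892) showed no difference that was detectable in these libraries. Among genes higher at an unadjusted p-value under 0.05, 3.54% of 1554 promoters matched the E2F6 consensus, against 4.59% of 11359 others (odds ratio 0.762, Fisher's exact test, two-sided, p = 0.0578).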
